# Comprehensive Expression Profile Analysis of Neutrophil Extracellular Trap-Affected Genes in Gastric Cancer Cells and the Clinical Significance of lncRNA NEAT1-Related Signaling

**DOI:** 10.3389/fonc.2022.798531

**Published:** 2022-05-19

**Authors:** Changjian Li, Xiaoming Zou, Qingxin Cai, Jiacheng Li, Shifeng Yang, Ange Zhang, Chongyan Chen, Lei Zhu

**Keywords:** neutrophil extracellular traps, gastric cancer, RNA sequencing, *NEAT1*, *RAB3B*

## Abstract

**Background:**

Gastric cancer (GC) is the fifth most common malignant tumor and the third leading cause of cancer-related deaths worldwide. Neutrophil extracellular traps (NETs) can enhance the invasion of GC cells and are associated with poor prognosis in patients. However, its mechanism of action is not completely understood.

**Methods:**

The content of NETs in the peripheral blood of patients with GC was detected by enzyme-linked immunosorbent assay. GC AGS cells were treated with or without NETs for 24 h. High-throughput RNA sequencing was performed to screen differentially expressed long non-coding RNAs (lncRNAs), microRNAs (miRNAs), and messenger RNAs (mRNAs). Real-time polymerase chain reaction (PCR) was used to verify gene expression. A competing endogenous RNA (ceRNA) regulatory network was constructed. Modules were screened using the molecular complex detection (MCODE) plug-in. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes enrichment analyses were performed using the genes in the network. The role and clinical significance of the lncRNA *NEAT1*-related signaling pathway were validated.

**Results:**

The content of NETs in the patients with GC was significantly higher than that in healthy controls and was also higher in patients with high-grade (stages III and IV) GC. NETs promoted the invasion of AGS cells. A total of 1,340 lncRNAs, 315 miRNAs, and 1,083 mRNAs were differentially expressed after NET treatment. The expression of five genes was validated using real-time PCR, which were in accordance with the RNA sequencing results. A ceRNA regulatory network was constructed with 1,239 lncRNAs, 310 miRNAs, and 1,009 mRNAs. Four genes (*RAB3B*, *EPB41L4B*, *ABCB11*, and *CCDC88A*) in the ceRNA network were associated with patient prognosis, with *RAB3B* being the most prominent and with signaling among the lncRNA *NEAT1*, the miRNA miR-3158-5p, and *RAB3B*. *NEAT1* was upregulated in AGS cells after NET treatment. RNA interference of *NEAT1* inhibited the invasion of AGS cells induced by NETs, inhibited miR-3158-5p expression, and promoted *RAB3B* expression. *NEAT1* and *RAB3B* expression were positively correlated in patients with GC. Furthermore, *RAB3B* was upregulated and miR-3158-5p was downregulated in GC tissues compared with adjacent normal tissues, which was also associated with cancer stage.

**Conclusion:**

This study provides a comprehensive analysis of differentially expressed genes in NET-treated GC cells and validated the clinical significance of *NEAT1*-related signaling.

## Background

Gastric cancer (GC) is one of the most common and aggressive cancers worldwide. Currently, although the clinical diagnosis and treatment of GC have gradually advanced, the 5-year survival rate is still low (1). Therefore, it is particularly important to explore the pathogenesis and progression mechanisms of GC.

Inflammation is a hallmark of cancer (2, 3). Immune cells and factors released by immune cells are essential for cancer (4–6). Neutrophil extracellular traps (NETs) are DNA networks that are released by neutrophils. Many studies have shown that tumor cells can recruit neutrophils and stimulate them to generate NETs (7, 8). The levels of NETs in patients with advanced breast cancer are significantly higher than those in patients with early-stage cancer (9). In Ewing’s sarcoma, NETs exist only in patients with metastasis (10). Zhang et al. explored the diagnostic and prognostic value of NETs in patients with GC. They found that high peripheral blood NET levels were associated with lymph node metastasis in patients with GC. Moreover, peripheral blood NET levels were negatively correlated with short-term efficacy and were an independent prognostic marker for patients with GC. Higher baseline peripheral blood NET levels correlated with worse progression-free survival (PFS) (11). These studies proved that high levels of NETs are associated with cancer progression, invasion, and poor prognosis. However, the mechanisms of NET formation in GC have not been fully elucidated.

There are many types of RNAs in the human body, which can be divided into coding and non-coding RNA (ncRNA), depending on whether they encode proteins. A great quantity of studies have revealed the important role of ncRNAs in GC, which mainly include microRNAs (miRNAs) and long ncRNAs (lncRNAs). For example, overexpression of miR-101 promoted GC progression both *in vivo* and *in vitro* (12). miR-96-5p was highly expressed in GC cells and the plasma of patients with GC. Moreover, miR-96-5p promotes GC cell proliferation by directly inhibiting *FOXO3* expression (13). lncRNAs are differentially expressed in GC samples (14, 15). The lncRNA–miRNA co-expression relationship was observed in the plasma of patients with GC (16). Qi et al. constructed an lncRNA-based competing endogenous RNA (ceRNA) network in GC and identified potential therapeutic and prognostic markers for GC (17). Some lncRNAs have been shown to exert their functions by targeting miRNAs. For example, enhanced expression of the lncRNA *NORAD* is correlated with poor prognosis in patients with GC. A mechanistic study found that overexpression of *NORAD* could promote the growth of GC cells by regulating the miR-608/*FOXO6* pathway (18). The lncRNA *LINC00629* is downregulated in GC tissues and cells. Overexpression of *LINC00629* inhibited GC progression by regulating the miR-196b-5p/*AQP4* signaling pathway (19). These findings indicate that lncRNA- and miRNA-derived signaling pathways are important in GC.

The effect of NETs on ncRNAs in GC is not well understood. In this study, we comprehensively analyzed the expression profile of NET-affected genes (lncRNA, miRNA, and mRNA) in GC cells and verified the clinical significance of lncRNA *NEAT1*-related signaling.

## Materials and Methods

### Patients

Health control and GC patients were recruited at the Second Affiliated Hospital of Harbin Medical University of China between 2019 and 2021. All GC patients were diagnosed by gastroscopy pathology. Tumor–node–metastasis (TNM) staging was based on postoperative pathology and the 8th AJCC Guidelines. The exclusion criteria include age <18 years, among others (20). The present study was approved by the Research Ethics Committee.

### Cell Line and Cell Culture

The GC line of human (AGS) was purchased from the Chinese Academy of Sciences.

Cells were cultured in 10% fetal bovine serum (FBS, #04-001-1ACS, BI) with penicillin (100 U/ml) and cultured in a humid environment at 37°C under 5% CO_2_ and 95% air.

### Isolation of Neutrophils and Extraction of NETs

Cell-free NETs were isolated from neutrophils of patients with GC. Briefly, neutrophils (1×10^7^/ml) were treated with 500 nM PMA in a cell culture dish for 4 h at 37°C in a 5% CO_2_ humidified chamber. Ice-cold 1×PBS (10 ml) was added to wash down the cell layer of neutrophils at the bottom of the culture dish to obtain the NET formation after the supernatant was abandoned. The NETs were stored at −80°C and used for further experiments. NETs stimulated GC cells by adding 0.5 µg/ml NETs to GC AGS cells in a Petri dish and acting in an incubator for 24 h (21).

### Cell Invasion Assay

Cell invasion assay was verified by Transwell. The sequence of siNEAT1 and siNC is as follows: siNEAT1: sense 5’-GACCGUGGUUUGUUACUAUdTdT-3’, antisense 5’-AUAGUAACAAACCACGGUCdTdT-3’; siNC: sense 5’-UUCUCCGAACGUGUCACGUT-3’, antisense 5’-ACGUGACACGUUCGGAGAAT-3’. Matrigel (40 µl; BD Biosciences, San Jose, CA, USA) was added to the precooled Transwell chamber and incubated at 37°C for 2 h to solidify. The AGS cells were transfected with siNC or siNEAT1, with or without NETs, and 100,000 cells were counted and placed in the upper chamber with an aperture of 8 µM pore size (BD Biosciences, San Jose, CA, USA). Cell culture medium containing 10% FBS was added to the lower chamber. After incubation for 24 h at 37°C, it was fixed and stained with crystal violet staining solution and counted under the microscope.

### ELISA

We measured plasma MPO–DNA complex by using capture ELISA. Briefly, 96-well microtiter plates were coated with anti-MPO monoclonal antibody (1:1,000, ab25989, Cambridge, UK). After blocking in 1% BSA, patient plasma was combined with Quant-iT PicoGreen dsDNA (Invitrogen, USA). After the peroxidase substrate (Roche, China) was added and incubated at 37°C for 40 min, the optical density was measured at 405 nm.

### Real-Time PCR Analysis

AGS cells and tissues were extracted using the total RNA using TRIzol reagent (Invitrogen, CA, USA). Transcriptor the first strand cDNA synthesis was used transcriptase kit (Roche, Mannheim, Germany) and reverse transcription was performed using HiScript R II Q RT SuperMixfor qPCR (Vazyme Biotech Co., Ltd., Nanjing, China). The primers are shown in **Table 1**. Relative expression was analyzed using the 2^−ΔΔCT^ method.

**Table 1:** The primers for real-time PCR.

Gene name	Forward (5’-3’)		Reverse (5’-3’)
NEAT1 miR-3158-5p	CCAAGACAGCCTGTTTCAGA ACACTCCAGCTGGGCCTGC		GATGCTGATCTGCTGCGTAT CTCAACTGGTGTCGTGGA
RAB3B LINC00659 LINC01996 hsa-miR-1246 INHBA HOXC5 β-actin	CGGGTGAAACTGCAGATCT AGCGCTGACCTGTGTAAAGA GAACCTGCCGTTGTTTGTCA ACACTCCAGCTGGGAATGG TTGCTCCCTCTGGCTATCAT GATGTACAGTCAGAAGGCGG TGGATCAGCAAGCAGGAGTA		CTGAGTAGCCCAGTCTTGGA GGGAGCCTCCTGTTAAGCATC CAGGGTGGAATCTGAGTGT CTCAACTGGTGTCGTGGA ACGATTTGAGGTTGGCAAAG GTTTGGTCATCCACGGGTAA TCGGCCACATTGTGAACTTT

### High-Throughput RNA Sequencing and Module Analysis

RNA sequencing and analysis were conducted by Genedenovo Bioinformatics Technology Co., Ltd (Guangzhou, China). We identified mRNA and lncRNA with a fold change ≥2 and an FDR < 0.05, in comparison with significant DEGs, and miRNA with a fold change ≥2 and *p* < 0.05 (22).

### Construction of the lncRNA–miRNA–mRNA Network and Functional Enrichment Analysis

The ceRNA network was constructed by ceRNA theory. RNAhybrid (V2.1.2) + svm_light (v6.01), Miranda (v3.3a), and TargetScan (version 7.0) were used for target gene prediction of miRNA. Then, the resulting intersection genes were selected as the target genes of miRNA. Expression correlation among lncRNA–mRNA–miRNA was evaluated using the Spearman Rank correlation coefficient (SCC < −0.7) and the Pearson correlation coefficient (PCC > 0.9). As a result, only the gene pairs with a *p* < 0.05 were selected. The lncRNA–miRNA–mRNA network and functional enrichment analyses were visualized using Cytoscape software (v3.6.0) (23).

### Luciferase Assay

mRNA miR-3158-5p was transfected with the constructed plasmid. Luciferase activity was analyzed using a dual-luciferase assay kit (Promega, Madison, USA) on a GloMax^®^ Discover System (Promega, Madison, WI, USA).

### Statistical Analysis

All data are presented as the mean ± SD. Statistical comparisons between two or among four groups were performed using *t*-test and one-way ANOVA, respectively. Chart generation was performed by GraphPad Prism 8.0 software. *p* < 0.05 was considered statistically significant.

## Results

### NETs Were Upregulated in the Peripheral Blood of GC Patients and Could Promote Invasion of GC Cells

The levels of myeloperoxidase–DNA complexes in the peripheral blood of 41 patients with GC (10 with stage I, 10 with stage II, 19 with stage III, and 2 with stage IV) and 10 healthy controls were detected. NET expression was higher in patients with GC than in healthy controls (**Figure 1A**). We then observed an association between NET expression and GC stage. The results showed that NET expression was similar in stage I and II patients but higher in stage III and IV patients (**Figure 1B**). We then observed the effect of NETs on the invasion of GC cells. The results showed that NETs promoted the invasion of AGS cells (**Figures 1C, D**). It is suggested that the level of NETs in patients with advanced GC is higher.

**Figure 1:**
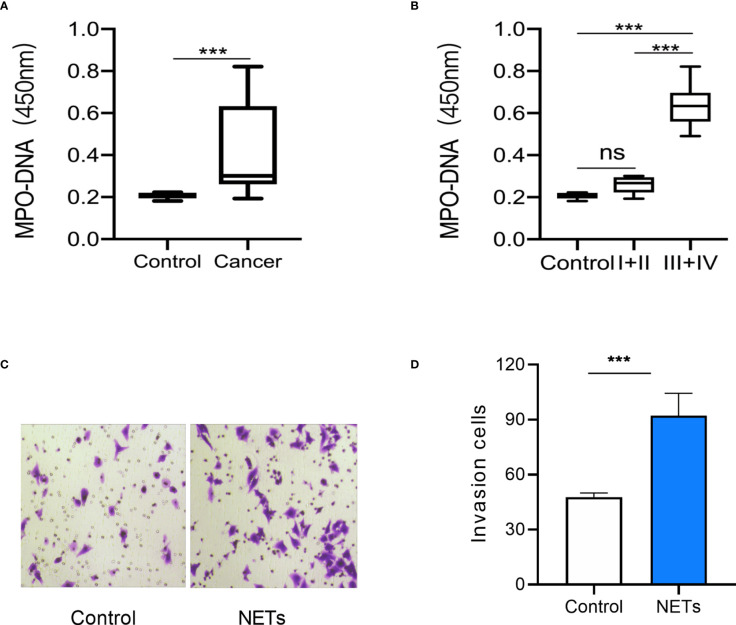
NETs expression in peripheral blood of gastric cancer patients and its effect on gastric cancer cells. **(A)** NETs expression in peripheral blood of GC patients and healthy controls. **(B)** NETs expression in peripheral blood of GC patients in different stages. **(C)** Representative images of the invasion assay. **(D)** The analysis results of invasive AGS cells treated by NETs. For panels **(A, B)**, Control group, *n* = 10; GC group, *n* = 41; I+II group, *n* = 20; III + IV group, *n* = 21; for panel **(D)**, *n* = 4; ***p < 0.001.

### Gene Expression Profile in GC Cells Stimulated by NETs

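AGS is an established cell line from a human gastric adenocarcinoma, and NETs are webs of DNA and granule proteins that stimulated neutrophils release. RNA of AGS cells treated with NETs and of untreated control cells was sequenced, with 3 biological replicates per group. The paper's methods give 0.5 µg/ml of NETs for 24 h, and the labels of the libraries give 4 h of co-culture. Long RNA came from rRNA-depleted, strand-marked libraries, and small RNA was selected by size on a gel. The authors deposited estimated counts per gene for mRNAs, estimated counts per transcript for lncRNAs and counts per entry for small RNAs, each beside normalized values and a test of their own. The mRNA counts summed to 21971683 to 24146395 per control library (median 23900771) and 20110155 to 22875573 per NETs library (median 21447849). For lncRNA transcripts the totals were 3428836 to 3656828 (median 3592651) in control and 3151797 to 3514604 (median 3273167) in NETs libraries. Small RNA totals were 10084367 to 12567951 (median 10501041) in control and 13666895 to 14263765 (median 13781457) in NETs libraries. Counts were scaled by TMM, given as CPM, and compared by edgeR's quasi-likelihood test, and every fold change is NETs over control. An mRNA or lncRNA transcript was called at an adjusted p below 0.05 (Benjamini-Hochberg) with at least a 2-fold change, and a small RNA at an unadjusted p below 0.05 with the same fold. The p-values measure the spread between these libraries, and 3 against 3 libraries cannot reach an exact permutation p below 0.1. In simulated data with the spread of the real libraries, 90% of mRNAs changed 2-fold were recovered by p alone, without the fold limit, against 16% of lncRNA transcripts and 62% of small RNAs. By the same p, 4.40% of unchanged small RNAs passed.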

Using high-throughput RNA sequencing, we detected the expression profiles of lncRNAs, miRNAs, and mRNAs in GC AGS cells stimulated by NETs. Heatmaps and volcano plots of expressed genes are shown in **Figure 2**. Differentially expressed RNAs detected between the control and NET-stimulated cells were determined with *p* < 0.05 and |log_2_(fold change)| > 1. 

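After NETs most immediate early transcription factors, ERK output genes and genes of invasion rose in AGS cells, and most genes of cholesterol synthesis fell. Of 12378 mRNAs tested, 225 rose and 169 fell by at least 2-fold at an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At that adjusted p without a fold limit 2257 were higher and 2223 lower, and in 50.3% of the tested mRNAs the libraries of the groups did not overlap, where chance gives 10%. Of 24 immediate early transcription factors tested, 18 rose and 2 fell (18 and 2 adjusted over the list alone, set test by camera adjusted p = 1.5e-32). EGR1 went from 51.2 ± 1.85 CPM in control cells to 213 ± 11.6 CPM after NETs (SD, n = 3 each), a log2 fold change of 2.06 (standard error 0.05, adjusted p = 8.0e-08) from the edgeR test. FOS and FOSB, partners of JUN in the AP-1 transcription factor, had log2 fold changes of 1.96 (adjusted p = 3.6e-08) and 2.50 (adjusted p = 5.1e-07) by the same test. JUNB had 1.33 (adjusted p = 3.0e-06), and KLF6 0.73 (adjusted p = 1.6e-06). The antiproliferative gene BTG2 fell with a log2 fold change of -0.61 (adjusted p = 5.0e-05), as did SRF with -0.36 (adjusted p = 0.00317). Of 19 genes of ERK feedback and output, 15 rose and 1 fell (15 and 1 adjusted over the list alone, camera adjusted p = 8.8e-21). DUSP6, a phosphatase that inactivates ERK, had 1.33 (adjusted p = 5.1e-07), IER3 1.47 (adjusted p = 5.1e-07), the EGFR inhibitor ERRFI1 1.12 (adjusted p = 5.1e-07) and PHLDA1 0.90 (adjusted p = 3.0e-06). The member that fell was ETV5 at -0.21 (adjusted p = 0.00613). Of 32 listed genes of invasion and epithelial-mesenchymal transition 22 had enough counts to test, and 15 rose and 1 fell (15 and 1 adjusted over the list alone, camera adjusted p = 7.1e-16). CDH2, FN1, SNAI2, ZEB2 and TWIST1, genes of the mesenchymal state, were among those with too few counts. With an estimated correlation that list's adjusted p = 0.115. The collagenase MMP1 went from 24.8 ± 1.77 to 468 ± 173 CPM (SD, n = 3 each), with a log2 fold change of 4.24 (standard error 0.28, adjusted p = 9.0e-06). Integrin alpha 2 (ITGA2) rose from 908 ± 32.0 to 2879 ± 392 CPM (SD, n = 3 each, adjusted p = 2.4e-06 from edgeR), integrin alpha 3 (ITGA3) had 0.77 (adjusted p = 2.9e-06) and the urokinase receptor PLAUR 1.34 (adjusted p = 1.8e-06). VIM, the mesenchymal intermediate filament, had -0.52 (adjusted p = 0.0221). It did not pass without control replicate 1 (adjusted p = 0.0607), control replicate 2 (0.0563), NETs replicate 1 (0.0501) or NETs replicate 2 (0.0711), or with DESeq2 (0.116). Of 25 genes of cholesterol synthesis and SREBP2 targets, 24 fell and 1 rose (24 and 1 adjusted over the list alone, camera adjusted p = 1.5e-59). The immediate early, ERK and cholesterol lists also passed with an estimated correlation (adjusted p = 0.0151, 0.0156 and 0.0151). EGR1, FOS, ERRFI1 and IER3 had been seen among the paper's changed mRNAs before the lists were fixed. Among the largest changes were SERPINB2, an inhibitor of plasminogen activators, at 5.04 (standard error 0.33, adjusted p = 9.4e-06), and the cytokine IL24 at 5.75 (adjusted p = 8.3e-06). MMP10, a stromelysin, had 6.55 (adjusted p = 2.1e-05) and LAMA1, a laminin chain of basement membrane, -2.21 (adjusted p = 5.1e-05).

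**Figure D1:**
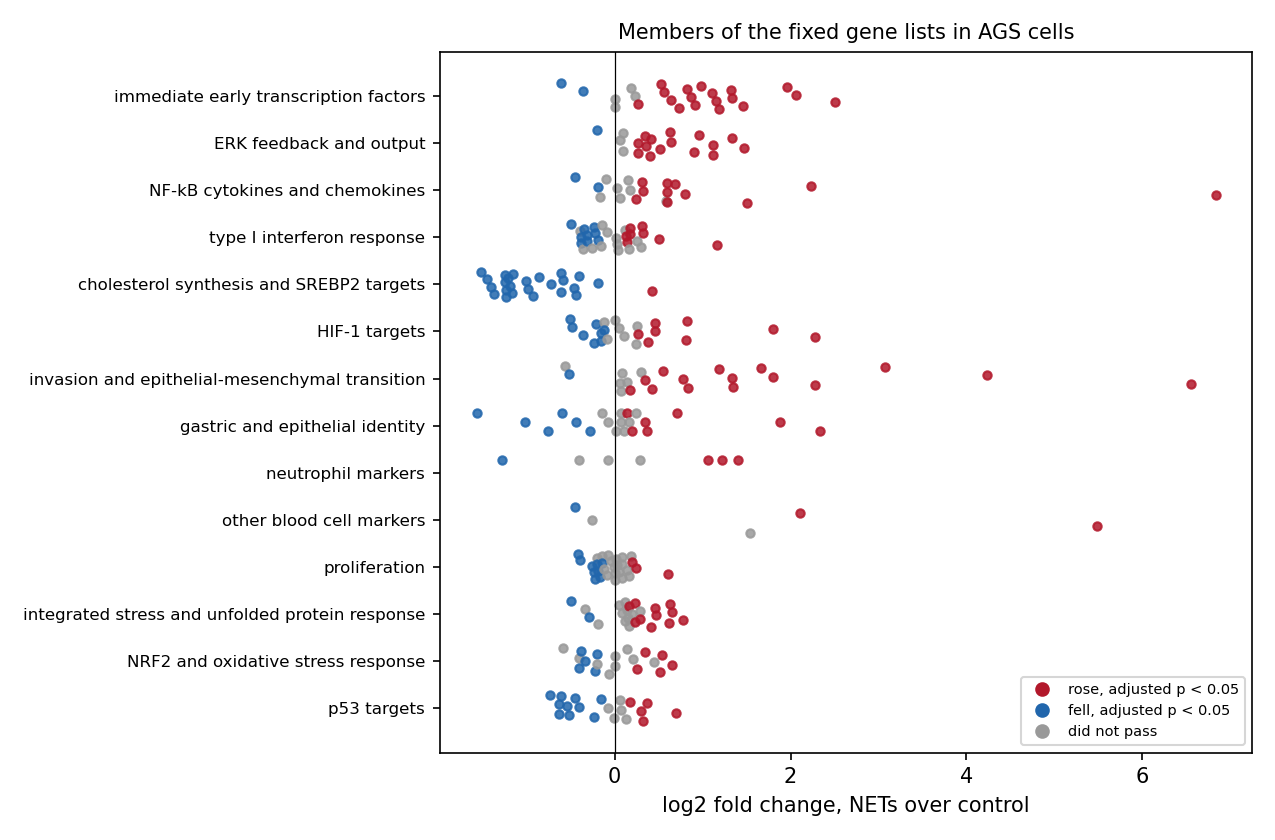
Members of 14 fixed gene lists as points (1 per gene tested), with the log2 fold change of NETs over control on the horizontal axis and the lists on the vertical axis. Red points rose and blue points fell at an adjusted p below 0.05, grey points did not pass, the cholesterol list has 24 of 25 points in blue, and the point of CSF2 is a fitted value of a gene with 0 counts in every control library.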

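NF-kB target cytokines and genes of the stress response rose more often than they fell, and interferon and epithelial genes went both ways. Of 20 NF-kB cytokines and chemokines tested, 11 rose and 2 fell (11 and 2 adjusted over the list alone, camera adjusted p = 0.00182, and adjusted p = 0.115 with an estimated correlation). The neutrophil chemoattractant CXCL8 went from 1.97 ± 0.206 to 9.28 ± 1.72 CPM (SD, n = 3 each), a log2 fold change of 2.23 (standard error 0.18, adjusted p = 2.5e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TNFAIP3, an inhibitor of NF-kB, had 1.51 (adjusted p = 7.0e-05), LIF 0.60 (adjusted p = 1.7e-05), TNFAIP2 -0.45 (adjusted p = 0.00178) and the adhesion molecule ICAM1 -0.19 (adjusted p = 0.00529). CSF2, encoding GM-CSF, had 0, 0 and 0 counts in the control and 12, 18 and 10 in the NETs libraries (adjusted p = 0.00155 from the edgeR test). Of 30 genes of the type I interferon response, 8 rose and 9 fell (11 and 9 adjusted over the list alone, camera adjusted p = 0.748), and with library totals in place of TMM 4 rose and 11 fell. ISG20 had 1.17 (adjusted p = 7.0e-05), RSAD2 0.32 (adjusted p = 8.3e-04) and IFI27 -0.38 (adjusted p = 9.6e-04). Of 24 genes of the integrated stress and unfolded protein response, 11 rose and 2 fell (12 and 3 adjusted over the list alone, camera adjusted p = 0.00201, and adjusted p = 0.568 with an estimated correlation). The cystine transporter SLC7A11 had 0.78 (adjusted p = 4.7e-04), SESN2 0.63 (adjusted p = 3.6e-05) and the serine synthesis enzyme PSPH -0.50 (adjusted p = 4.4e-04). Of 23 HIF-1 targets, 8 rose and 8 fell (8 and 8 adjusted over the list alone, camera adjusted p = 0.0508, and adjusted p = 0.386 with an estimated correlation). The list passed camera with a replicate block (adjusted p = 0.0229), with a total of 10 counts (0.0304) and without control replicate 2 (0.0287), NETs replicate 1 (0.0249), NETs replicate 2 (0.0329) or NETs replicate 3 (0.00866). NDRG1 went from 47.6 ± 3.72 to 230.4 ± 31.9 CPM (SD, n = 3 each, adjusted p = 1.3e-06 from edgeR), and hexokinase 2 (HK2) had 0.82 (adjusted p = 1.6e-06). The glycolytic enzyme ALDOC, which is not on this list, had -1.57 (adjusted p = 4.1e-05). Of 20 p53 targets, 5 rose and 10 fell (5 and 10 adjusted over the list alone, camera adjusted p = 0.0518, and adjusted p = 0.386 with an estimated correlation). The list passed camera with a replicate block (adjusted p = 0.0229) and without control replicate 1 (0.0436), control replicate 3 (0.0389) or NETs replicate 1 (0.0249). PLK3 had 0.70 (adjusted p = 5.3e-05) and SESN1 -0.63 (adjusted p = 8.2e-05). Of 30 proliferation genes, 3 rose, 9 fell and 18 did not pass (3 and 10 adjusted over the list alone, camera adjusted p = 0.352). TYMS, the thymidylate synthase, had -0.42 (adjusted p = 8.7e-05), the mitotic kinase AURKA -0.40 (adjusted p = 0.00291), CENPF 0.60 (adjusted p = 0.00301) and MKI67 0.24 (adjusted p = 0.00364). The third gene that rose, CDK1 at 0.19 (adjusted p = 0.0236), did not pass without control replicate 1 (0.0731), control replicate 2 (0.0609) or NETs replicate 3 (0.0769), or with library totals (0.0865). Of 19 genes of the NRF2 and oxidative stress response, 5 rose and 5 fell (6 and 5 adjusted over the list alone, camera adjusted p = 0.716). GCLC, of glutathione synthesis, had 0.65 (adjusted p = 6.1e-05) and PRDX1 -0.34 (adjusted p = 2.3e-04). Of 21 gastric and epithelial identity genes, 7 rose and 6 fell (7 and 6 adjusted over the list alone, camera adjusted p = 0.539). The mucin MUC5AC had 2.34 (adjusted p = 4.7e-04), the trefoil peptide TFF1 1.88 (adjusted p = 3.9e-05), the stem cell receptor LGR5 -0.76 (adjusted p = 6.1e-05) and SOX2 -1.02 (adjusted p = 5.6e-04). Of 40 neutrophil markers 7 had enough counts to test, and 3 rose and 1 fell (3 and 1 adjusted over the list alone, camera adjusted p = 0.0631, and adjusted p = 0.0364 without NETs replicate 1). S100A9 went from 0.984 ± 0.382 to 2.07 ± 0.131 CPM (SD, n = 3 each), and its call (adjusted p = 0.0226) was lost without control replicate 1 (0.0594), control replicate 2 (0.0524) or NETs replicate 3 (0.0609). LCN2, at 1.22 (adjusted p = 0.0435), lost its call without control replicate 1 (0.0945), control replicate 2 (0.0694), NETs replicate 2 (0.106) or NETs replicate 3 (0.125). Of 24 markers of other blood cells 5 were tested, and 2 rose and 1 fell (3 and 1 adjusted over the list alone, camera adjusted p = 0.219). The lysosomal glycoprotein CD68 had 2.11 (adjusted p = 2.0e-05) and the lysozyme gene LYZ -0.46 (adjusted p = 3.7e-05). The protease gene GZMB had 0, 2 and 0 counts in the control and 33, 42 and 20 in the NETs libraries (adjusted p = 3.8e-04).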

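The lncRNA transcripts that rose after NETs include many that the authors assembled from these libraries. Of 9628 transcripts tested, 104 rose and 75 fell by at least 2-fold at an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Transcripts without a reference name, assembled by the authors, made up 49 of those that rose and 16 of those that fell. MSTRG.16343.2 and MSTRG.16343.3 overlap CXCL8 on chromosome 4 of GRCh38 and had log2 fold changes of 4.02 (adjusted p = 0.0436) and 3.81 (adjusted p = 0.0234). These 2 are annotated as sharing a splice junction with a reference transcript, so they may be forms of the coding gene CXCL8. Both lost their calls with a replicate block (adjusted p = 0.171 and 0.131) and without control replicate 3 (0.119 and 0.0843), NETs replicate 1 (0.128 and 0.0762), NETs replicate 2 (0.103 and 0.0804) or NETs replicate 3 (0.133 and 0.0592). MSTRG.16343.2 also lost its call without control replicate 2 (0.0657) and over the transcripts with a total of 10 counts (0.0723). MSTRG.14826.1, on chromosome 3 from 5690960 to 5699393, had 1, 2 and 1 counts in the control and 167, 206 and 78 in the NETs libraries (adjusted p = 0.00471 from the edgeR test). Among annotated transcripts, AL606500.1 (ENST00000653192) fell from 15.3 ± 1.70 to 2.11 ± 0.267 CPM (SD, n = 3 each), a log2 fold change of -2.84 (standard error 0.28, adjusted p = 0.00821), and its call was lost with a replicate block (adjusted p = 0.0868). The 6 with the largest rises carry the symbols PTPRU (ENST00000415600), FGFR2 (ENST00000490349), LMBRD1 (ENST00000648265), MLEC (ENST00000535413), BOD1 (ENST00000471339) and PCBP1-AS1 (ENST00000653606). They had 0 counts in every control library and 13 to 80 in the NETs libraries (adjusted p = 0.0268 to 0.0327 from the edgeR test). All 6 calls were lost with a replicate block (adjusted p = 0.123 to 0.211), without control replicate 1 or 3 and without any of the NETs libraries (0.0598 to 0.118). Of the others with large falls, ID2-AS1 (ENST00000453900), CSPP1 (ENST00000678635) and HCFC2 (ENST00000550335) had 10 to 34 counts in the control and 0 in every NETs library (adjusted p = 0.0252 to 0.0387). LINC01719 (ENST00000667400) had 30, 27 and 29 counts in the control and 0, 2 and 0 in the NETs libraries (adjusted p = 0.0283), and ACSM3 (ENST00000501740) a log2 fold change of -2.79 (adjusted p = 0.0234). These 5 calls were lost with a replicate block (the highest adjusted p = 0.208) and without any 1 of the 6 libraries (0.0501 to 0.122). The assembled transcripts with the largest falls, MSTRG.16513.2, MSTRG.3170.2 and MSTRG.11129.3, had -1.94 (adjusted p = 0.0295), -1.75 (adjusted p = 0.0148) and -1.66 (adjusted p = 0.0148). All 3 lost their calls with a replicate block (adjusted p = 0.124, 0.0868 and 0.0992), without NETs replicate 1 (0.0954, 0.0696 and 0.0651) and without NETs replicate 2 (0.0804, 0.0501 and 0.0642). Of the 179 transcripts called, 46 carry the symbol of a gene in the mRNA table, and for 15 of these the mRNA was called too. In 28.1% of the tested transcripts the libraries of the groups did not overlap, where chance gives 10%. When NETs replicate 1 was left out, 35 transcripts were called, 32 of them among the 179. These numbers were 43 and 36 without NETs replicate 2, and 58 and 49 without NETs replicate 3. They were 58 and 53 without control replicate 1, 121 and 97 without control replicate 2, and 71 and 60 without control replicate 3. A replicate block left 2.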

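Most small RNA entries that fell after NETs do not carry a human miRNA name. Of 1586 entries tested, 76 rose and 166 fell by at least 2-fold at an unadjusted p below 0.05, and 44 and 107 did so at an adjusted p below 0.05 (both from edgeR's quasi-likelihood test, the second with Benjamini-Hochberg adjustment). Of 849 human-named miRNAs, 33 rose and 18 fell, and 16 of those that rose belong to one imprinted cluster on chromosome 14. Without a fold limit 74 were higher and 68 lower at an unadjusted p below 0.05. Of 563 entries without a species prefix, 26 rose and 126 fell, and of 174 predicted miRNAs 17 rose and 22 fell. miR-222-5p went from 15.6 ± 0.721 to 101 ± 19.4 CPM (SD, n = 3 each), a log2 fold change of 2.69 (standard error 0.17, adjusted p = 1.9e-06) from the edgeR test. miR-1260b had 1.83 (adjusted p = 0.00122), miR-4286 1.96 (adjusted p = 0.00121), miR-135b-3p 1.15 (adjusted p = 0.00195) and miR-10401-3p -1.68 (adjusted p = 0.00807). None of the 4 fixed miRNA families passed the set test by camera, whose smallest adjusted p was 0.199. Of 9 members of the let-7 family, which holds back growth-promoting genes, 5 were higher at an unadjusted p and 3 at an adjusted p below 0.05. let-7f-5p had 0.40 (adjusted p = 0.0121), miR-98-5p 0.39 (adjusted p = 0.0391) and let-7g-5p 0.30 (adjusted p = 0.0496). Of 5 members of the miR-200 family, which guards the epithelial state, 1 was lower, miR-141-3p at -0.44 (adjusted p = 0.00793). Of 6 members of the miR-17-92 cluster 1 was higher and 2 were lower at an unadjusted p, with miR-92a-3p at -0.44 (adjusted p = 0.0172). Of 11 miRNAs of neutrophils and other blood cells 3 were lower at an unadjusted p and none passed the edgeR test at an adjusted p below 0.05, with miR-486-5p at -0.92 (adjusted p = 0.0992). In 28.6% of the tested entries the libraries of the groups did not overlap, where chance gives 10%.

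**Figure D2:**
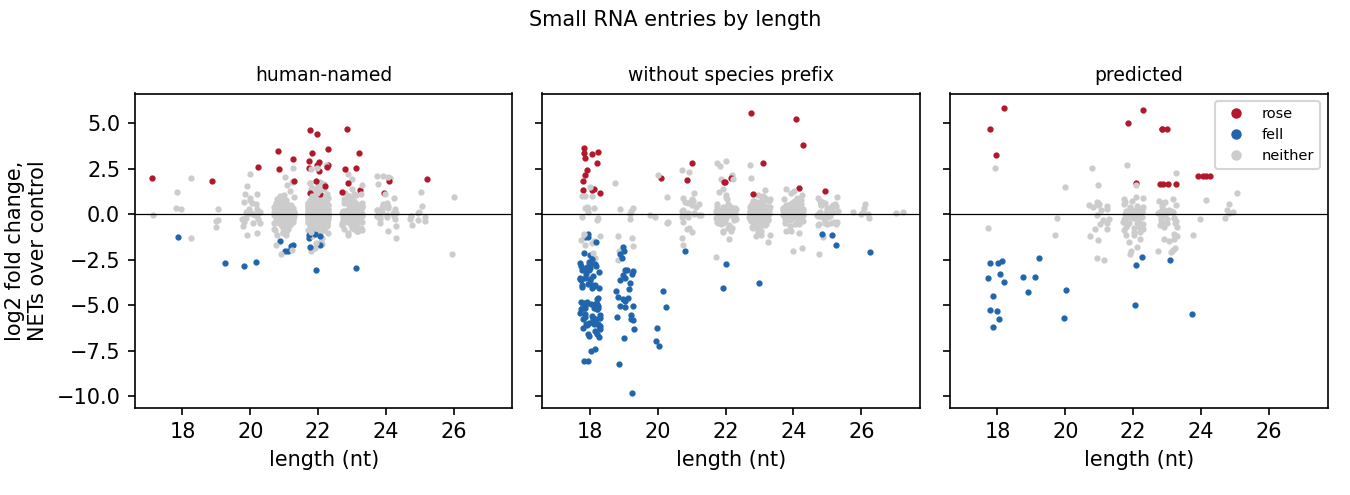
Small RNA entries as points, spread sideways within each length, with the length in nt on the horizontal axis and the log2 fold change of NETs over control on the vertical axis, for human-named miRNAs, entries without a species prefix and predicted miRNAs. Red entries rose and blue entries fell by at least 2-fold at an unadjusted p below 0.05, and 113 of the 126 entries without a prefix that fell are 18 or 19 nt long.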

There were 1,340 differentially expressed lncRNAs (708 upregulated after NET stimulation and 632 downregulated after NET stimulation, **Figures 2A, B** and **Supplementary Data 1**), 315 differentially expressed miRNAs (117 upregulated and 198 downregulated, **Figures 2C, D** and **Supplementary Dataset 2**), and 1,083 differentially expressed mRNAs (526 upregulated and 557 downregulated, **Figures 2E, F** and **Supplementary Dataset 3**).

**Figure 2:**
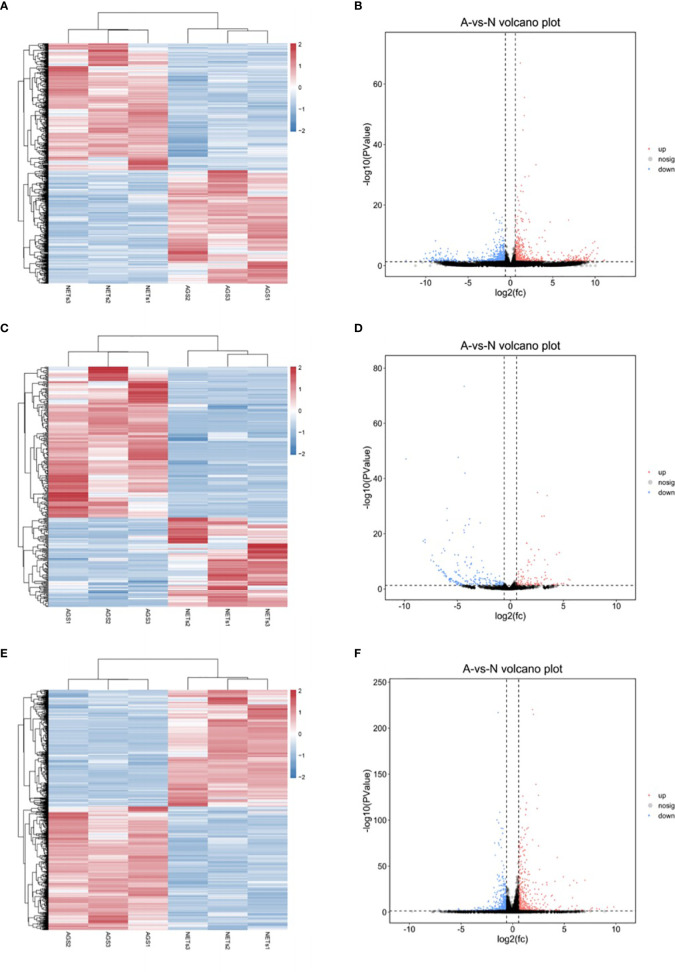
The differentially expressed genes in gastric cancer cells treated by NETs. **(A)** Heatmap of differentially expressed lncRNAs. **(B)** Volcano plots of differentially expressed lncRNAs. **(C)** Heatmap of differentially expressed miRNAs. **(D)** Volcano plots of differentially expressed miRNAs. **(E)** Heatmap of differentially expressed mRNAs. **(F)** Volcano plots of differentially expressed mRNAs. *p* < 0.05, |log2(fold change)| > 1.

### Verification of Gene Expression by Real-Time PCR

The lncRNA *LINC00659* (ENST00000667589) and the mRNA *INHBA* were upregulated and the lncRNA *LINC01996* (ENST00000573270), the miRNA hsa-miR-1246, and the mRNA *HOXC5* were downregulated in GC cells stimulated by NETs (**Figures 3A** **–E**). These results are consistent with the RNA sequencing results.

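In the sequenced libraries INHBA and LINC00659 rose, and LINC01996, miR-1246 and HOXC5 fell. INHBA, which encodes the activin A subunit of the TGF-beta family and lies on chromosome 7 of GRCh38 from 41685114 to 41705406, had 3, 2 and 4 counts in the control and 316, 430 and 165 in the NETs libraries. This is 0.126 ± 0.0402 CPM in control cells and 14.4 ± 5.91 CPM (SD, n = 3 each) after NETs, with a log2 fold change of 6.77 (standard error 0.49, adjusted p = 1.5e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LINC00659 lies on chromosome 20 from 62774121 to 62776856. Its transcript ENST00000667589 went from 24.5 ± 4.99 to 67.1 ± 4.47 CPM (SD, n = 3 each), a log2 fold change of 1.45 (standard error 0.18, adjusted p = 0.0140). The call of that transcript was lost without NETs replicate 1 (adjusted p = 0.0651), NETs replicate 2 (0.0632) or NETs replicate 3 (0.0529), and with a replicate block (0.0880). Another LINC00659 transcript, ENST00000412500, had 1.91 (adjusted p = 0.00583) and lost its call with a replicate block (0.0747). LINC01996 (ENST00000573270) fell from 44.2 ± 2.79 to 12.2 ± 4.00 CPM (SD, n = 3 each), a log2 fold change of -1.85 (standard error 0.25, adjusted p = 0.0159). Its call was lost without control replicate 1 (adjusted p = 0.0612), control replicate 3 (0.0607), NETs replicate 1 (0.0810) or NETs replicate 3 (0.0529), and with a replicate block (0.0868). miR-1246, from chromosome 2 at 176600980 to 176601052, fell from 51.7 ± 4.98 to 7.91 ± 2.73 CPM (SD, n = 3 each), a log2 fold change of -2.70 (standard error 0.23, adjusted p = 2.7e-05) from the edgeR test. HOXC5, a homeobox gene on chromosome 12 from 54016888 to 54035361, had 29, 9 and 18 counts in the control and 0, 3 and 5 in the NETs libraries. Its log2 fold change was -2.60 (standard error 0.76, adjusted p = 0.0271), from a test of the 13846 mRNAs with at least 10 counts in total, since it lies below the stricter filter of the other mRNAs.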

**Figure 3:**
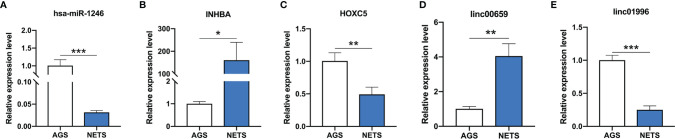
The expression of genes validated by real-time PCR. **(A)** The expression of hsa-miR-1246 in NET-treated GC cells. **(B)** The expression of INHBA in NET-treated GC cells. **(C)** The expression of HOXC5 in NET-treated GC cells. **(D)** The expression of linc00659 in NET-treated GC cells. **(E)** The expression of linc01996 in NET-treated GC cells. *n* = 3, *p < 0.05, **p < 0.01, ***p < 0.001.

### Construction and Enrichment Analysis of the ceRNA Network

Based on the expression of genes and miRNA target prediction results, an lncRNA–miRNA–mRNA ceRNA network was constructed. The ceRNA network contained 7,520 edges and 789 nodes, including 1,239 lncRNAs, 310 miRNAs, and 1,009 mRNAs (**Supplementary Datasets 4, 5**). 

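Among the miRNAs that the paper's Figure 5 draws in the network, the human-named ones had lower levels after NETs in the libraries. miR-4755-3p had a log2 fold change of -3.08 (unadjusted p = 7.9e-04, adjusted p = 0.0123) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, miR-548e-5p -1.83 (unadjusted p = 0.00292, adjusted p = 0.0318) and miR-145-3p -1.32 (unadjusted p = 0.00462, adjusted p = 0.0434) by the same test. Called at the unadjusted p alone were miR-486-3p at -1.48 (unadjusted p = 0.00580, adjusted p = 0.0500), miR-4717-3p at -1.76 (unadjusted p = 0.0110, adjusted p = 0.0761) and miR-548ah-3p at -1.23 (unadjusted p = 0.0220, adjusted p = 0.127). The call of miR-548ah-3p was lost without control replicate 2 (unadjusted p = 0.0732) or NETs replicate 1 (unadjusted p = 0.0636). miR-1228-3p had 15, 6 and 6 counts in the control and 4, 0 and 1 in the NETs libraries, an unadjusted p of 0.0151 and an adjusted p of 0.0948 from the edgeR test, and without control replicate 1 the unadjusted p was 0.104. miR-33a-5p, which lies in an intron of SREBF2 and represses the cholesterol exporter ABCA1, had -0.97 (unadjusted p = 0.00902, adjusted p = 0.0666), less than a 2-fold change, and without control replicate 2 its log2 fold change was -0.44. The paper built the links of its network from target prediction and from correlation of expression, and neither was analysed here.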

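Genes of the IL-17 signaling pathway rose more often than they fell in AGS cells after NETs, and those that rose include genes of AP-1 factors, a chemokine, a cytokine, a metalloproteinase and a mucin. Of 65 pathway genes tested, 21 rose and 9 fell at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (22 and 10 adjusted over the list alone), and with library totals in place of TMM 20 rose and 14 fell. The set test by camera gave an adjusted p = 2.4e-04, and adjusted p = 0.0567 with an estimated correlation. The pathway was taken from the paper, whose network comes from these same libraries, so its tests here are not independent support. Among the mRNAs that rose or fell by at least 2-fold, 11 belong to the pathway, where 2.59 would be drawn by chance (Fisher's exact test, adjusted p = 0.00698), and all 11 rose. That enrichment did not pass when mRNAs were called at an unadjusted p and 1.5-fold (Fisher's exact test, adjusted p = 0.0631). The transcription factor JUN had a log2 fold change of 0.99 (standard error 0.05, adjusted p = 1.6e-06) and CEBPB 0.65 (adjusted p = 0.00178) by the edgeR test. The kinase MAPK14 (p38 alpha) fell with -0.31 (adjusted p = 3.8e-04). Among the other p38 genes MAPK12 and MAPK11, chosen after their values were seen, had -0.57 (adjusted p = 0.00763) and -0.38 (adjusted p = 0.0384). The p38 gene MAPK13 is not reported here. The splicing factor SRSF1 had -0.20 (adjusted p = 0.00455). FOS, FOSB, CXCL8, CSF2, TNFAIP3, MUC5AC and MMP1 are among the 11, and so are S100A9 and LCN2, which are also on the list of neutrophil markers.

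**Figure D3:**
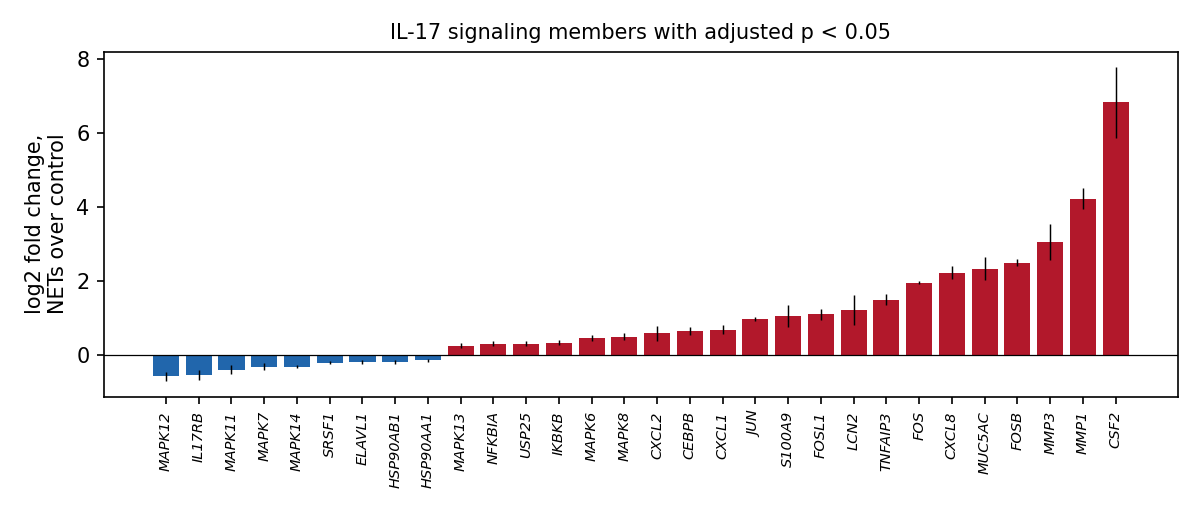
Log2 fold change of NETs over control (bars, with the standard error) for the 30 members of the IL-17 signaling pathway past an adjusted p below 0.05. The 21 red bars rose and the 9 blue bars fell, and the bar of CSF2 is a fitted value of a gene with 0 counts in every control library.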

Enrichment analysis of the mRNAs involved in the ceRNA network was performed and was enriched in pathways including the IL-17 signaling pathway (**Figure 4**).

**Figure 4:**
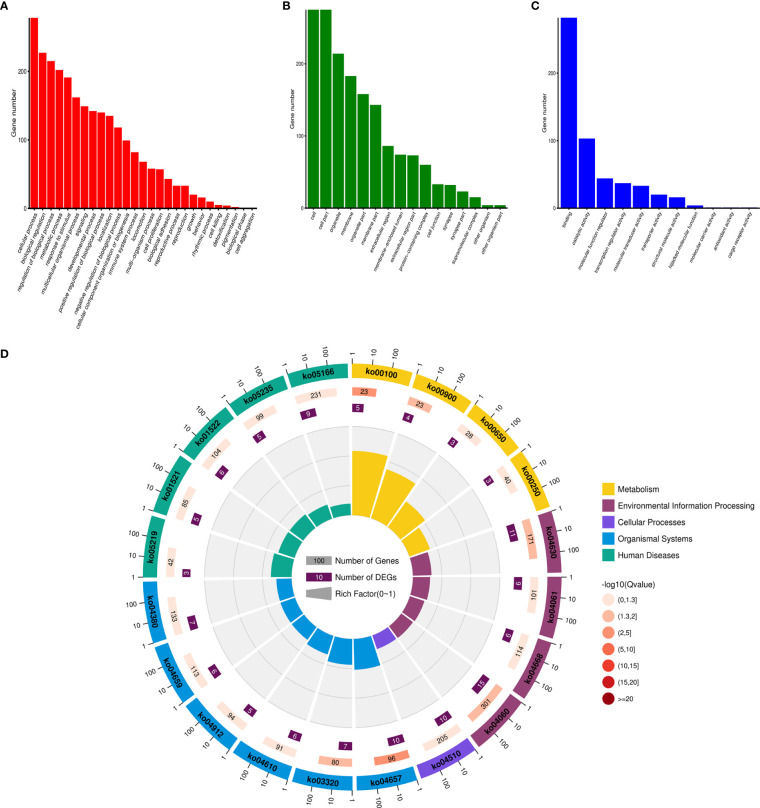
The enrichment analysis of the ceRNA network. **(A)** Biological Process GO enrichment analysis of the ceRNA network. **(B)** Cellular Component GO enrichment analysis of the ceRNA network. **(C)** Molecular Function GO enrichment analysis of the ceRNA network. **(D)** KEGG enrichment analysis of the ceRNA network.

### Module Analysis of the ceRNA Network

The top three modules generated using MCODE are presented in **Figure 5**. Module 1 contained 25 nodes and 94 edges and was associated with the calcium signaling pathway (**Figures 5A, B**). 

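The mRNAs drawn in module 1 of the paper's Figure 5 rose after NETs, and so did its lncRNA transcripts tested here, while genes of calcium signaling went up and down in equal number. ASPH, a calcium-binding hydroxylase of the endoplasmic reticulum, went from 154 ± 7.35 to 333 ± 26.0 CPM (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.06, adjusted p = 3.0e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LYST, a regulator of lysosome traffic, had 1.59 (standard error 0.11, adjusted p = 1.3e-05). The assembled lncRNA transcripts MSTRG.655.1 (chromosome 1, 42904911 to 42921231), MSTRG.12169.10 (overlapping RASGRP3) and MSTRG.16115.1 (in an intron of KCNIP4) had 1.54 (adjusted p = 0.00501), 1.11 (adjusted p = 0.00619) and 1.5 (adjusted p = 0.0112). With a replicate block only 2 of all lncRNA transcripts stayed called, so most transcripts named for the modules lost their calls there. Of 103 genes of the calcium signaling pathway tested, 19 rose and 19 fell (19 and 19 adjusted over the list alone), and with library totals in place of TMM 16 rose and 24 fell. The set test by camera had an adjusted p = 0.339, with a median log2 fold change of -0.03 and a mean of 0.11 over the members. Of the mRNAs called at 2-fold 8 belong to the pathway (Fisher's exact test, adjusted p = 0.669). EGFR went from 293 ± 4.73 to 788 ± 77.2 CPM (SD, n = 3 each). The IP3 receptor gene ITPR3 had 0.71 (adjusted p = 1.8e-06), the IP3 kinase gene ITPKC 0.82 (adjusted p = 4.0e-06) and the calcium pump gene ATP2B4 0.47 (adjusted p = 4.0e-05). The calmodulin gene CALM3 had -0.49 (adjusted p = 2.6e-05) and the sphingosine kinase gene SPHK2 -0.67 (adjusted p = 1.5e-04).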

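RAPGEF3, which encodes the cAMP sensor EPAC1, rose after NETs together with MXD1, PITPNC1 and IL6R, while the chloride channel CFTR, which cAMP opens, fell. RAPGEF3 went from 7.76 ± 1.07 to 16.8 ± 1.52 CPM (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.12, adjusted p = 1.5e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. MXD1, a repressor that competes with MYC for MAX, had 1.13 (adjusted p = 1.4e-06), the lipid transfer gene PITPNC1 1.37 (adjusted p = 7.4e-06) and the interleukin-6 receptor IL6R 1.43 (adjusted p = 9.0e-05). Of the lncRNA transcripts drawn with them in the paper's Figure 5C, MSTRG.12676.109 overlaps MIR4435-2HG and MSTRG.12516.24 overlaps CYTOR, both on chromosome 2. They had 1.67 (adjusted p = 0.00243) and 1.53 (adjusted p = 0.00313). MSTRG.20288.1, in an intron of RAB11FIP1, had 1.71 (adjusted p = 0.00243), MSTRG.14136.2, overlapping CLDN14, 1.14 (adjusted p = 0.0295) and MSTRG.3499.2, on chromosome 11, 0.98 (adjusted p = 0.0136). ENST00000649190 of KIF1A had 4.66 (adjusted p = 0.0158), and the mRNA of KIF1A, a kinesin motor, 4.45 (adjusted p = 2.4e-06). Of the genes of the cAMP signaling pathway tested, 24 rose, 21 fell and 64 did not pass (24 and 21 adjusted over the list alone), and with library totals in place of TMM 19 rose and 28 fell. The set test by camera had an adjusted p = 0.381, with a median log2 fold change of -0.01 and a mean of 0.00 over the members. Of the mRNAs called at 2-fold 4 belong to the pathway (Fisher's exact test, adjusted p = 1). CFTR had -0.83 (standard error 0.06, adjusted p = 1.1e-05), and the PI3-kinase subunit PIK3CB 0.62 (adjusted p = 1.2e-05) by the edgeR test.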

Module 2 contained 33 nodes and 73 edges and was associated with the cAMP signaling pathway (**Figures 5C, D**). 

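TRPV3, a cation channel opened by warmth, rose after NETs, as did F2RL1, the protease-activated receptor that sensitizes TRP channels, while the p38 pathway kinase MAP2K6 fell. TRPV3 went from 1.60 ± 0.0566 to 14.7 ± 5.64 CPM (SD, n = 3 each), a log2 fold change of 3.20 (standard error 0.31, adjusted p = 7.2e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. F2RL1 had 1.46 (adjusted p = 1.3e-06) and MAP2K6 -1.41 (adjusted p = 1.1e-04). GALNT5, an enzyme that starts mucin-type glycosylation and is drawn with TRPV3 in the paper's Figure 5E, had 1.06 (standard error 0.06, adjusted p = 4.6e-06). Of the lncRNA transcripts drawn there, MSTRG.158.4 overlaps ERRFI1 on chromosome 1 and went from 1102 ± 52.4 to 2545 ± 45.4 CPM (SD, n = 3 each), a log2 fold change of 1.21 (standard error 0.08, adjusted p = 0.00272). ENST00000482481 of ARHGAP29 had 1.34 (adjusted p = 0.00312), MSTRG.15427.1, antisense to LSAMP on chromosome 3, 1.75 (adjusted p = 0.00338) and MSTRG.5076.6, overlapping E2F7 on chromosome 12, 1.05 (adjusted p = 0.00583). MSTRG.158.4 and MSTRG.5076.6 are annotated as sharing a splice junction with a reference transcript, so they may be forms of the coding genes ERRFI1 and E2F7. Of 66 genes of the inflammatory mediator regulation of TRP channels, 12 rose and 18 fell (14 and 18 adjusted over the list alone). The set test by camera had an adjusted p = 0.696, with a median log2 fold change of -0.04 and a mean of 0.05 over the members. Of the mRNAs called at 2-fold 4 belong to the pathway (Fisher's exact test, adjusted p = 1).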

Module 3 contained 19 nodes and 38 edges and was associated with inflammatory mediators of transient receptor potential (TRP) channels (**Figures 5E, F**).

**Figure 5:**
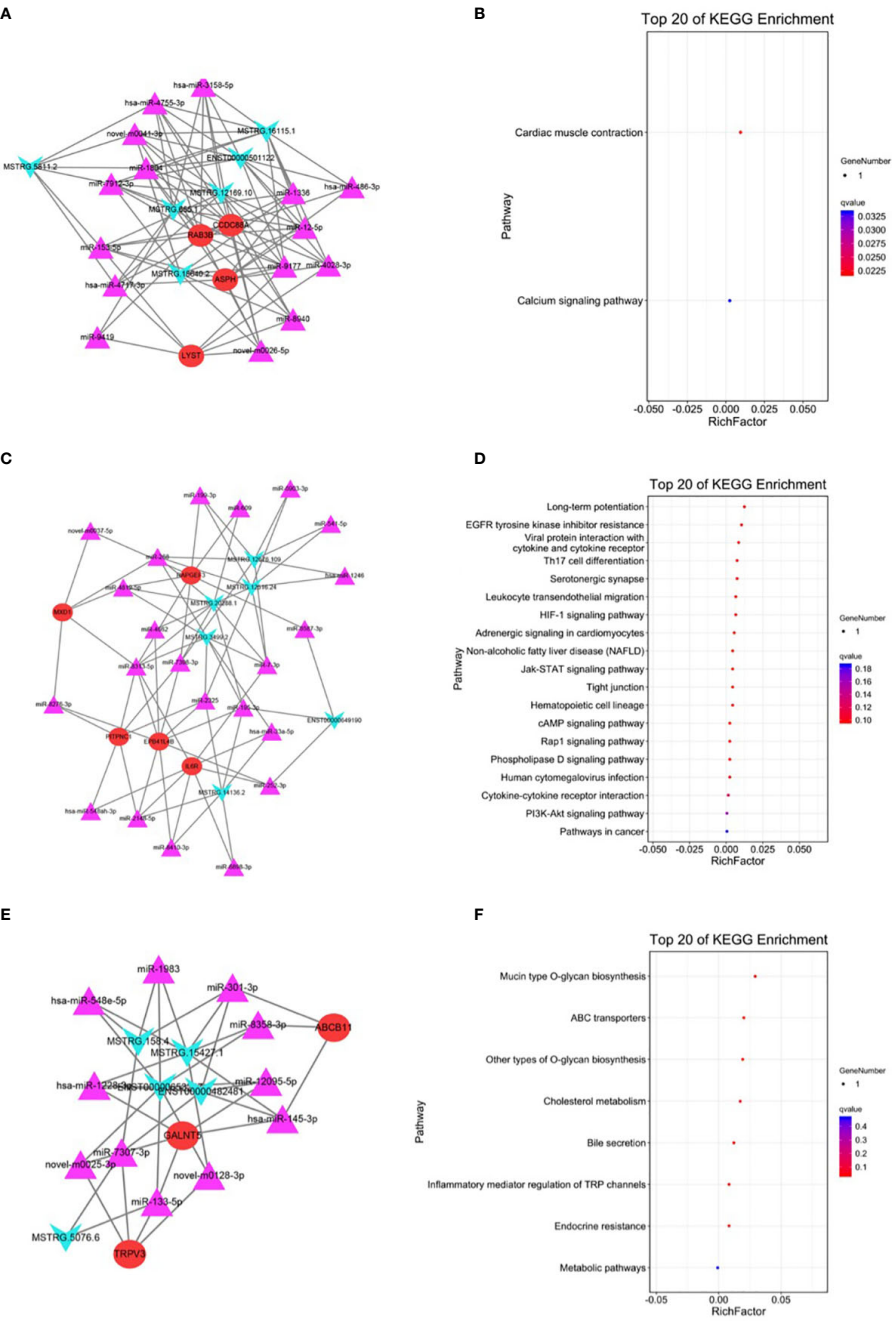
Module analysis and enrichment analysis of the ceRNA network. **(A)** The ceRNA network of module 1. **(B)** KEGG enrichment analysis of module 1. **(C)** The ceRNA network of module 2. **(D)** KEGG enrichment analysis of module 2. **(E)** The ceRNA network of module 3. **(F)** KEGG enrichment analysis of module 3. For panels **(A, C, E)**, arrow nodes represent lncRNAs, triangular nodes represent miRNAs, and square nodes represent mRNAs.

### Association Between mRNAs in the ceRNA Network and Overall Survival of Patients With GC

The overall survival (OS) rate of GC was predicted using mRNAs in the ceRNA network and bioinformatic methods. In the ceRNA network, four genes were associated with the OS of patients with GC, among which *RAB3B* was the most prominent. *RAB3B*, *ABCB11*, and *CCDC88A* expression levels were negatively associated with OS, whereas *EPB41L4B* expression was positively associated with OS (**Figure 6**). In addition, signaling between the lncRNA *NEAT1*, the miRNA miR-3158-5p, and the mRNA *RAB3B* was noted in the ceRNA network. 

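After NETs the lncRNA NEAT1 and the mRNA RAB3B were higher, and miR-3158-5p was lower from very few counts. NEAT1, the architectural RNA of paraspeckles, lies on chromosome 11 of GRCh38 from 65422798 to 65445540. Its transcript ENST00000501122 went from 8887 ± 908 to 21268 ± 2891 CPM (SD, n = 3 each), a log2 fold change of 1.26 (standard error 0.13, adjusted p = 0.00923) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The sum of the 9 NEAT1 transcripts went from 10384 ± 1017 to 23783 ± 2875 CPM (SD, n = 3 each), with 1.20 (standard error 0.13, adjusted p = 0.00304). RAB3B, a small GTPase of regulated secretion on chromosome 1 from 51907956 to 51990700, went from 3.73 ± 0.492 to 19.5 ± 4.60 CPM (SD, n = 3 each), with a log2 fold change of 2.39 (standard error 0.19, adjusted p = 2.8e-05). miR-3158-5p, encoded on chromosome 10 from 101601417 to 101601497, had 7, 5 and 6 counts in the control and 3, 1 and 1 in the NETs libraries. Its log2 fold change was -2.03 with a standard error of 0.81, an unadjusted p of 0.0287 and an adjusted p of 0.152 from the edgeR test. CCDC88A, the actin-binding protein girdin, went from 32.5 ± 6.42 to 72.3 ± 4.64 CPM (SD, n = 3 each), with 1.15 (standard error 0.13, adjusted p = 1.6e-04), and EPB41L4B from 1.46 ± 0.455 to 4.51 ± 0.980 CPM (SD, n = 3 each), with 1.62 (standard error 0.26, adjusted p = 0.00142). ABCB11, the bile salt export pump, had 0, 0 and 1 counts in the control and 8, 13 and 6 in the NETs libraries (adjusted p = 0.00499 from the edgeR test over the mRNAs with at least 10 counts in total). The NEAT1 transcript lost its call without NETs replicate 1 (adjusted p = 0.0565) and with a replicate block (0.0699), and the unadjusted p of miR-3158-5p was 0.0595 with DESeq2, 0.0603 with a replicate block and 0.0826 without control replicate 1, 0.0565 without control replicate 3, 0.0754 without NETs replicate 2 and 0.0700 without NETs replicate 3. The paper states that NETs raised NEAT1 and RAB3B and lowered miR-3158-5p by real-time PCR, and that miR-3158-5p binds both RNAs in its luciferase assay. Knockdown of NEAT1, by the paper, reduced invasion of NET-treated cells and weakened the effect of NETs on miR-3158-5p and RAB3B. In patients the paper found NEAT1 and RAB3B positively correlated, and a negative association of miR-3158-5p with both that was not significant. The paper also states that NEAT1 acts on RAB3B in its ceRNA network through sponging of miR-3158-5p.

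**Figure D4:**
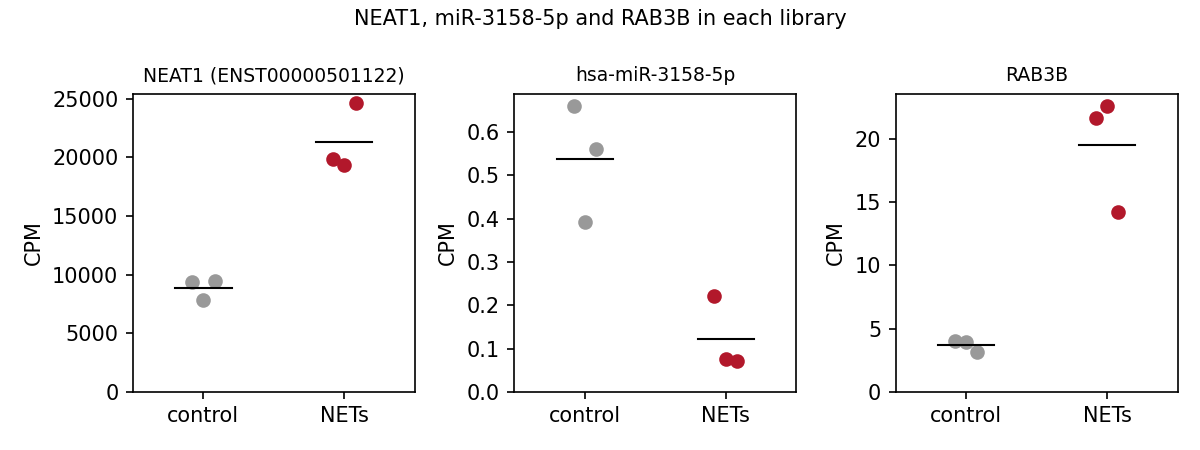
CPM of NEAT1 transcript ENST00000501122, miR-3158-5p and RAB3B in each control and NETs library (points), with the mean of the 3 libraries as a line. The NETs points of NEAT1 and RAB3B lie above all control points, and those of miR-3158-5p below.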

Luciferase assay revealed the direct interaction between miR-3158-5p and *NEAT1/RAB3B* and also showed that miR-3158-5p could directly bind to *NEAT1* and *RAB3B* (**Figure 7**).

**Figure 6:**
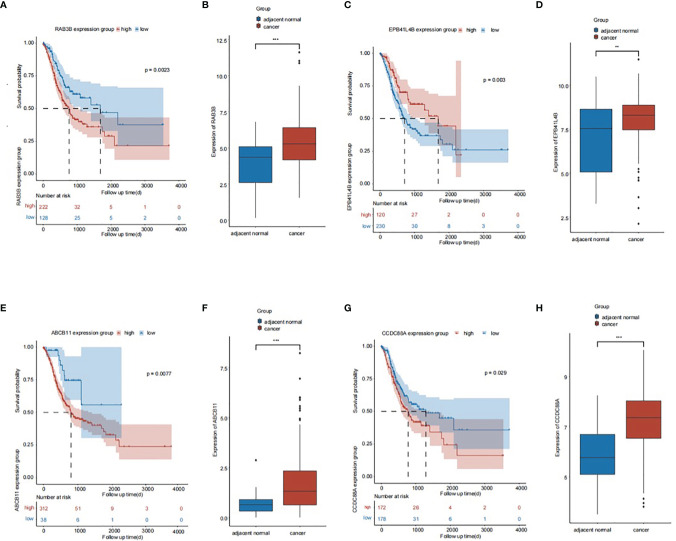
The association of genes in the ceRNA network and prognosis of gastric cancer (GC) patients. **(A)** The association of RAB3B and prognosis of GC patients. **(B)** The expression of RAB3B in GC tissues. **(C)** The association of EPB41L4B and prognosis of GC patients. **(D)** The expression of EPB41L4B in GC tissues. **(E)** The association of ABCB11 and prognosis of GC patients. **(F)** The expression of ABCB11 in GC tissues. **(G)** The association of CCDC88A and prognosis of GC patients. **(H)** The expression of CCDC88A in GC tissues. **p < 0.01, ***p < 0.001.

**Figure 7:**
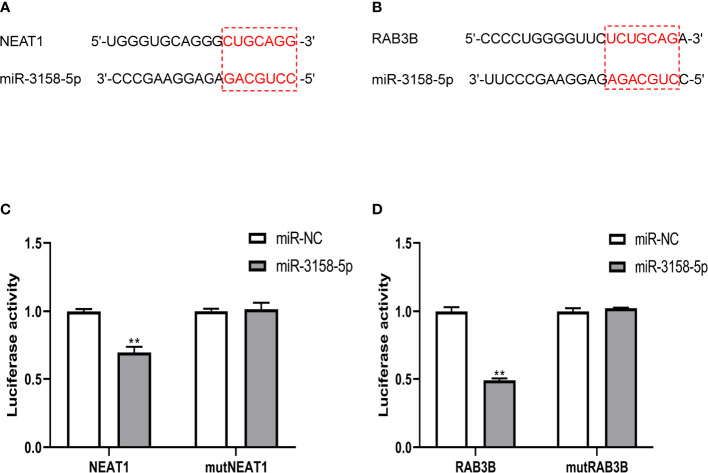
NEAT1 and RAB3B were direct targets of miR-3158-5p. **(A)** The binding site sequence between *NEAT1* and miR-3158-5p. **(B)** The binding site sequence between RAB3B and miR-3158-5p. **(C)** Luciferase reporter assay verified the direct binding effect between *NEAT1* and miR-3158-5p. **(D)** Luciferase reporter assay verified the direct binding effect between *RAB3B* and miR-3158-5p. For panels C and D, **p < 0.01 vs. miR-NC.

### NETs Promote the Invasion of GC Cells by Upregulating NEAT1

The invasion ability of GC cells treated with NETs was measured using a Transwell invasion assay. *NEAT1* knockdown inhibited the invasion ability of NET-treated GC cells (**Figures 8A, B**). The expression levels of *NEAT1*, miR-3158-5p, and *RAB3B* were assessed using real-time PCR. NETs promoted *NEAT1* and *RAB3B* expression and inhibited miR-3158-5p expression. *NEAT1* knockdown inhibited *NEAT1* expression and attenuated the effect of NETs on miR-3158-5p and *RAB3B* expression (**Figures 8C** **–E**). Therefore, NETs promote the invasion of GC cells by the *NEAT1/*miR-3158-5p*/RAB3B* axis.

**Figure 8:**
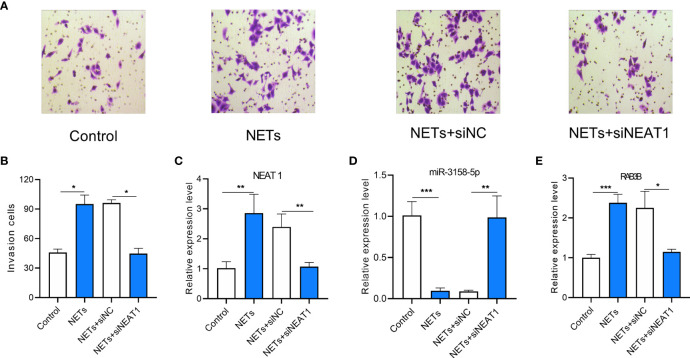
The effect of lncRNA NEAT1 knockdown on invasion of gastric cancer (GC) and miR-3158-5p/RAB3B expression in gastric cancer cells stimulated by NETs. **(A)** Representative images of Transwell invasion assay. **(B)** The analysis results of invasive AGS cells treated by NETs and knockdown of lncRNA NEAT1. **(C)** The expression of lncRNA NEAT1 in AGS cells. **(D)** The expression of miR-3158-5p in AGS cells. **(E)** The expression of RAB3B in AGS cells. For Panels **(A, B)** *n* = 8, *p < 0.05, for panels C–E, *n* = 3, *p < 0.05, **p < 0.01, ***p < 0.001.

### Clinical Associations Between NETs and the NEAT1/miR-3158-5p/RAB3B Axis in Human GC Samples

Finally, we observed the clinical significance of the *NEAT1*/miR-3158-5p/*RAB3B* axis. *NEAT1* expression was positively correlated with *RAB3B* in patients with GC (**Figure 9A**). miR-3158-5p expression was negatively associated with *NEAT1* and *RAB3B*, but without statistical significance (**Figure 9A**). *NEAT1* and *RAB3B* expression were higher and miR-3158-5p was lower in GC tissues than adjacent normal tissues (**Figures 9B** **–D**). miR-3158-5p was negatively associated and *RAB3B* was positively associated with cancer stage, while *NEAT1* was positively associated with cancer stage, but without statistical significance (**Figures 9E** **–G**).

**Figure 9:**
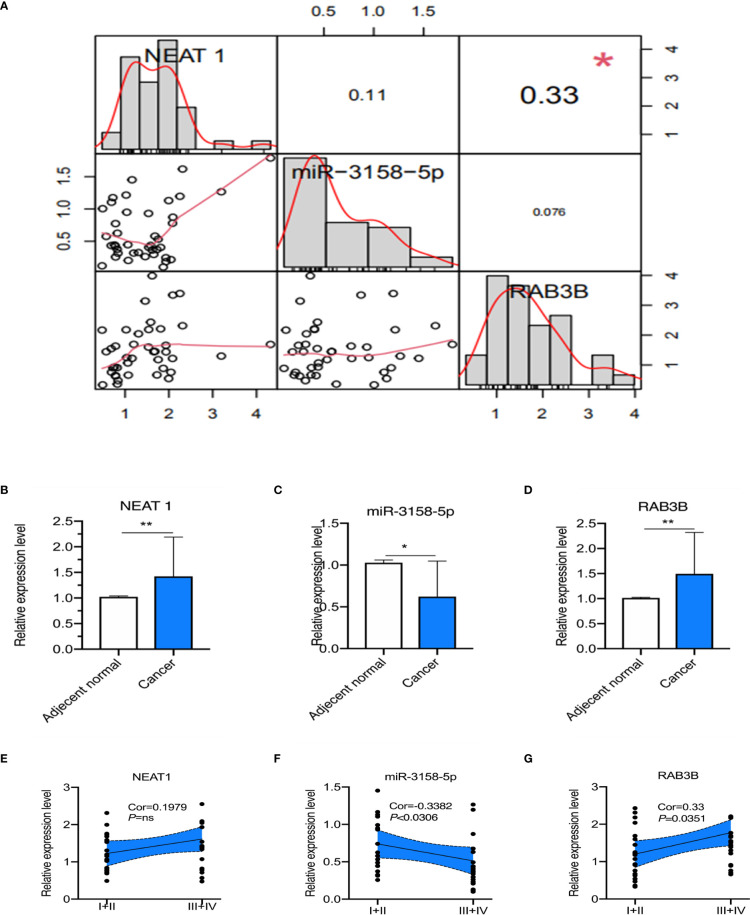
The correlation and prognosis effect among lncRNA NEAT1, miR-3158-5p, and RAB3B expression in gastric cancer (GC) patients. **(A)** The correlation among lncRNA NEAT1, miR-3158-5p, and RAB3B. **(B)** The expression of lncRNA NEAT1 in GC and adjacent normal tissues. **(C)** The expression of miR-3158-5p in GC and adjacent normal tissues. **(D)** The expression of RAB3B in GC and adjacent normal tissues. **(E)** The expression of lncRNA NEAT1 in GC patients of different stages. **(F)** The expression of miR-3158-5p in GC patients of different stages. **(G)** The expression of RAB3B in GC patients of different stages. For Panels **(A–D)**, *n* = 41, *p < 0.05, **p < 0.01; for panels **(E–G)**, *n* = 20–21.

## Discussion

In the present study, we validated the effect of NETs on the invasion ability of GC cells. It was in accordance with current findings that NETs could promote the invasion of cancer cells (24–26). However, little is known about the related mechanisms, especially the involvement of ncRNAs. We then screened the differentially expressed genes in NET-stimulated GC cells. A total of 2,558 genes (1,340 lncRNAs, 315 miRNAs, and 1,083 mRNAs) were differentially expressed in GC cells after NET treatment (**Figures 1**, **2**). Five of these genes were validated using real-time PCR (**Figure 3**), and results were in accordance with the RNA sequencing results.

Based on the gene expression analysis and miRNA target prediction, we constructed a ceRNA network. 

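Most tested genes of steroid biosynthesis and many of those of the terpenoid backbone fell in AGS cells after NETs, and none of them rose. Of 19 genes of steroid biosynthesis tested, 13 fell and none rose at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (15 and 0 adjusted over the list alone), and none was higher at an unadjusted p below 0.05 or by DESeq2. Of 21 genes of terpenoid backbone biosynthesis, 11 fell and 0 rose (11 and 0 adjusted over the list alone, and 11 and 0 by DESeq2). The set tests by camera gave adjusted p = 5.5e-30 and 6.2e-14, and adjusted p = 0.00565 and 0.0234 with an estimated correlation. Both pathways were taken from the paper, whose network comes from these same libraries, so their tests here are not independent support. Among the mRNAs called at 2-fold, 5 belong to steroid biosynthesis (Fisher's exact test, adjusted p = 0.0391) and 6 to the terpenoid backbone (Fisher's exact test, adjusted p = 0.0136). With mRNAs called at an unadjusted p and 1.5-fold, steroid biosynthesis passed (Fisher's exact test, adjusted p = 0.00125) and the terpenoid backbone did not (0.0896). HMGCS1, which makes HMG-CoA for the mevalonate steps, went from 206 ± 4.23 to 87.2 ± 4.21 CPM (SD, n = 3 each), a log2 fold change of -1.24 (standard error 0.05, adjusted p = 5.1e-07) by the edgeR test. LSS, which closes the sterol rings, had -1.15 (adjusted p = 5.1e-07), MSMO1, which removes methyl groups from them, -1.25 (adjusted p = 5.1e-07), and ACAT2, the thiolase at the start of the pathway, -1.52 (adjusted p = 1.4e-06). SCD, a fatty acid desaturase, fell from 2272 ± 51.8 to 1286 ± 38.0 CPM (SD, n = 3 each, adjusted p = 1.4e-06 from edgeR).

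**Figure D5:**
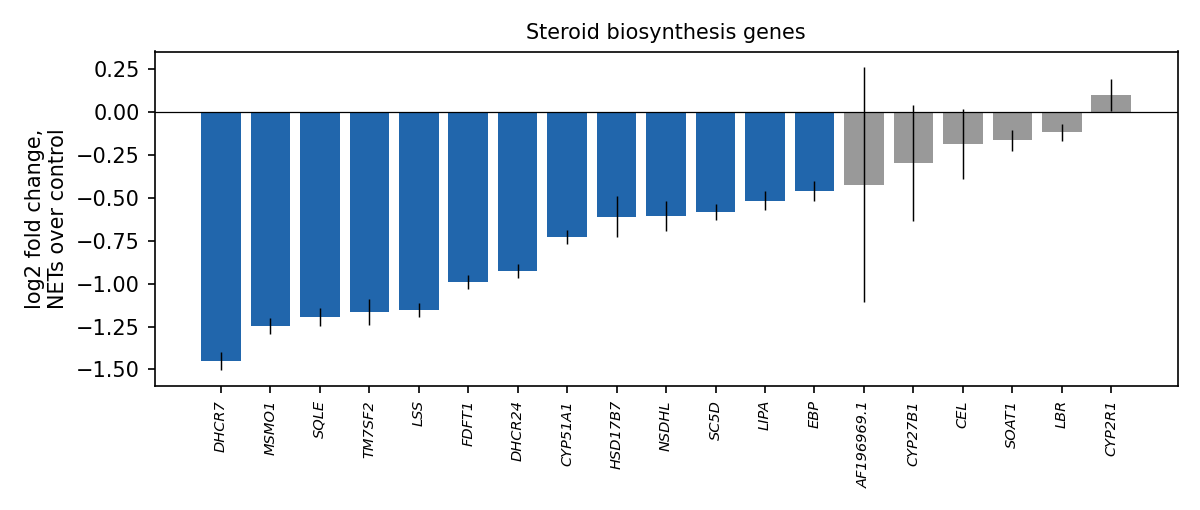
Log2 fold change of NETs over control (bars, with the standard error) for the 19 tested genes of steroid biosynthesis. The 13 blue bars fell at an adjusted p below 0.05 and the 6 grey bars did not pass.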

The mRNAs involved in the network were enriched in pathways including the IL-17 signaling pathway, steroid biosynthesis, and terpenoid backbone biosynthesis (**Figure 4**). The relationship between some of these pathways and NETs has been proven. For example, serum IL-17 levels were higher in patients with GC than in healthy controls, which is a potential diagnostic biomarker for GC (27). The relationship between IL-17 and NETs has been investigated in pancreatic cancer. IL-17 can induce NET formation, which mediates resistance to pancreatic cancer (28). We then performed module analysis of the ceRNA network. KEGG and GO enrichment analysis was conducted on the top three modules (**Figure 5**). The mRNA-enriched pathways included the cAMP signaling pathway, the HIF-1 signaling pathway, and inflammatory mediators of TRP channels (29–32).

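Genes of the HIF-1 signaling pathway moved in both directions after NETs. Of 90 tested, 23 rose and 26 fell at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (24 and 28 adjusted over the list alone). The set test by camera had an adjusted p = 0.449, with a median log2 fold change of -0.00 and a mean of 0.04 over the members, and 4 of the mRNAs called at 2-fold belong to the pathway (Fisher's exact test, adjusted p = 1). HK1, which commits glucose to glycolysis, had 0.85 (standard error 0.06, adjusted p = 1.3e-05) and the angiogenic factor VEGFA 0.46 (adjusted p = 1.6e-04). EGLN3, a prolyl hydroxylase that marks HIF for degradation, had -0.49 (adjusted p = 3.8e-04) and the toll-like receptor TLR4 -0.40 (adjusted p = 1.2e-04). On the separate list of HIF-1 targets the glucose transporter SLC2A3 had -0.51 (adjusted p = 3.2e-05) and DDIT4, an inhibitor of mTORC1, 0.81 (adjusted p = 1.2e-05).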

To evaluate the clinical significance of the ceRNA network, the prognostic value of mRNAs in the ceRNA network was analyzed. *RAB3B*, *EPB41L4B*, *ABCB11*, and *CCDC88A* were correlated with the prognosis of patients with GC. *RAB3B* was the most prominent among the four genes (**Figure 6**). *RAB3B* expression was higher in glioma tissues, which correlated with the grade of glioma. *RAB3B* knockdown inhibits proliferation and promotes apoptosis of glioma cells (33). *RAB3B* expression is elevated in patients with prostate cancer and is an important regulator of cancer progression (34). Therefore, *RAB3B* will likely act as an oncogene in GC, which may be regulated by a ceRNA mechanism.

In the ceRNA network, *NEAT1* regulated *RAB3B* by sponging miR-3158-5p. *NEAT1* has been reported to promote GC progression (35). We measured the expression of *NEAT1* on the invasion of GC cells stimulated by NETs. NETs can enhance the invasion of GC cells and upregulate *NEAT1* and *RAB3B* expression, whereas they downregulate miR-3158-5p expression (**Figure 8**). The influence of NETs on GC cells could be attenuated by knocking down *NEAT1* (**Figure 8**).

NETs may be used as a biological marker in the diagnosis and prediction of GC prognosis (36). In addition, RNAs have become the direct mechanisms for healthy cells to transform into tumor cells and play vital roles in cancer diagnosis and prognosis (37, 38). Therefore, we further evaluated the expression and association of these three genes in the tissues of patients with GC.

*NEAT1* was positively correlated with *RAB3B* in patients with GC, while miR-3158-5p was negatively associated with *NEAT1* and *RAB3B*, without statistical significance (**Figure 9A**). Moreover, the expression levels of *NEAT1* and *RAB3B* were higher and miR-3158-5p was lower in GC than in adjacent normal tissues (**Figures 9B** **–D**). miR-3158-5p was negatively associated and *RAB3B* was positively associated with cancer stage, while *NEAT1* was positively associated with cancer stage, but without statistical significance. The expression levels of *NEAT1* (without statistical significance) and *RAB3B* were higher and that of miR-3158-5p was lower in stage III/IV than in stage I/II patients (**Figures 9E** **–G**). The reason for the lack of statistical significance may be the limited sample size. These findings indicate that ceRNA triplets are involved in the progression of GC. More basic and clinical in-depth experiments are needed to reveal the regulation of NETs in the ceRNA network in GC.

In conclusion, this study provides a comprehensive analysis of differentially expressed genes in NET-treated GC cells and validated the clinical significance of *NEAT1*-related signaling.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: NCBI GEO, accession no: GSE188741.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Research Ethics Committee of Second Affiliated Hospital of Harbin Medical University. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

CL and XZ designed the study. CL, JL and SY performed the experiment. AZ, LZ, and CC analyzed the data. CL and QC wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This project was supported by the National Natural Science Foundation of China (81672355).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

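Untreated AGS gastric cancer cells and AGS cells treated with NETs were compared, with 3 libraries per group for long RNA and 3 for small RNA. The labels call the libraries biological replicates and give no batch, lane or date. The numbers of the replicates do not pair control with NETs libraries, since deviations from the group mean did not correlate between libraries of the same number (mRNA 0.07, -0.10 and -0.05, lncRNA 0.01, 0.02 and -0.01, small RNA 0.12, 0.02 and 0.01), so no pairing was used.

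The processing notes of the authors name CASAVA, Bowtie2 2.2.8, TopHat2, Cufflinks, RSEM, Bowtie and edgeR, with no role or order and no version for the others, and the genome build GRCh38. The deposited annotation of assembled lncRNA transcripts names StringTie. The mRNA and lncRNA values are estimated counts that the authors rounded to whole numbers, per gene and per transcript. Beside them the authors deposited FPKM values, whose group means had 0.001 in place of 0, and a log2 fold change of these means. For small RNAs the authors deposited a count per entry and a TPM value, here tags scaled to a library total larger than the sum of the listed counts. Each deposited p-value and FDR comes from a test of the authors, and which edgeR test it was is not stated. The counts were the input of everything computed here, and the deposited FPKM, TPM, log2 fold changes and p-values were used as alternatives and for the comparison with the paper.

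Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Of 20268 mRNAs, 77226 lncRNA transcripts and 2158 small RNA entries, the tests covered the 12378 mRNAs and 9628 transcripts that edgeR's filterByExpr kept at a count minimum of 10, and the 1586 entries with at least 10 counts in total. That low limit for small RNAs was chosen because miR-3158-5p has few counts in the paper's Supplementary Dataset 2. HOXC5 and ABCB11 lie below the mRNA filter, and their values come from a test of the 13846 mRNAs with at least 10 counts in total. Libraries were scaled by TMM and compared by edgeR's quasi-likelihood test. The log2 fold change is NETs over control, its standard error is that of the fitted coefficient, and CPM values are scaled by TMM. P-values were adjusted by Benjamini-Hochberg within each table. An mRNA or transcript was called at an adjusted p below 0.05 and a small RNA at an unadjusted p below 0.05, both with an absolute log2 fold change of at least 1. XIST and Y-linked entries (45 in the mRNA and 250 in the lncRNA table) were left out.

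A total of 14 gene lists, 14 KEGG pathways and 4 miRNA families were fixed before the data were examined, after 340 of the 1083 entries of the paper's Supplementary Dataset 3 had been read, so EGR1, FOS, GATM, NDRG1, ACSL5, ERRFI1, IER3, INHBA, RAB3B and CCDC88A had been seen there. The gene lists are immediate early transcription factors, ERK feedback and output, NF-kB cytokines and chemokines, the type I interferon response, cholesterol synthesis and SREBP2 targets, HIF-1 targets, invasion and epithelial-mesenchymal transition, gastric and epithelial identity, neutrophil markers, other blood cell markers, proliferation, the integrated stress and unfolded protein response, the NRF2 and oxidative stress response and p53 targets. The KEGG pathways are those that the paper's text or its Figures 4 and 5 name, with MAPK, TNF, ECM-receptor interaction and focal adhesion added. The paper reports its pathways from these same libraries, so their tests here are not independent support. Members were counted at an adjusted p below 0.05 over all tested genes and again over the list alone. Sets were tested by camera with its preset correlation of 0.01, by camera with an estimated correlation and by fry, adjusted over the sets of each family. KEGG enrichment of called mRNAs used Fisher's exact test over the 5292 tested mRNAs with a KEGG annotation, for the 333 pathways with at least 5 tested members.

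The genes named in the text follow a rule. It takes every gene, transcript and miRNA that the paper's text or figures name, and the 10 called mRNAs with the largest rises and the 10 with the largest falls, at a mean of at least 5 CPM in the higher group and with libraries that do not overlap. It takes in the same way 6 and 6 lncRNA transcripts with a symbol, 3 and 3 assembled ones, and 6 and 6 human-named miRNAs at a mean of at least 10 CPM. From each list and pathway it takes up to 4 genes that rose and 2 that fell with the smallest adjusted p, or the 2 most abundant members where none passed. A name outside the rule is marked where it stands, and some members of the lists are not reported individually here.

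The test was run on simulated data with the spread of the real libraries and 200 changed features. By p alone, without the fold limit, for changes of 1.5, 2, 4 and 8-fold it recovered 80%, 90%, 100% and 100% of mRNAs, 0%, 16%, 52% and 64% of lncRNA transcripts and 36%, 62%, 76% and 84% of small RNAs, so lncRNA changes of 1.5 and 2-fold were mostly not recovered. Of the unchanged features 0.131% of mRNAs and 0.0424% of transcripts passed at an adjusted p, and 4.40% of small RNAs at an unadjusted p. Between replicates of a group the chi-square per degree of freedom ran from 4.92 to 732, far above counting error. Alternatives were DESeq2, RLE factors, library totals, edgeR's exact test, other thresholds and count filters, a block for the replicate number, leaving out each library in turn, transcripts summed per symbol or annotated only, human-named miRNAs only, small RNA totals implied by TPM and the authors' fold change and p. Collapsing identical small RNA sequences, and leaving out entries of 18 or 19 nt without a species prefix, were added after the values were seen. The neutrophil miRNA hsa-miR-223-3p is on the list of blood cell miRNAs, and its own value is not reported here.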

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

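No test in this part was chosen after the result was seen, apart from the splits of the libraries and the selection of GZMB, the 18-nt entries and the chromosome 14 miRNAs. The immediate early list was fixed after EGR1 and FOS had been seen among the paper's changed mRNAs, so it is not fully independent of these libraries.

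Genes outside those the paper discusses stood above the control level in several gene lists, and 2 of these lists are taken up here. Of 24 immediate early transcription factors tested 18 were higher after NETs and 2 lower. Of 22 genes of invasion and epithelial-mesenchymal transition tested 15 were higher and 1 lower. The invasion list did not pass camera with an estimated correlation (adjusted p = 0.115). Among the lists not taken up, ERK feedback and output had 15 of 19 higher and 1 lower. One technical source would be RNA of neutrophils carried in with the NETs, which would bring the abundant neutrophil transcripts S100A8, S100A9, FCGR3B, CSF3R and CXCR2 together. Their summed CPM was 2.03 to 2.27 in the NETs libraries and 0.667 to 1.5 in the control libraries, while the 225 mRNAs that rose gained 9946 CPM together. S100A9 made up most of the sum after NETs. S100A8 had 0, 0 and 2 counts in control and 0, 0 and 0 in NETs libraries, and FCGR3B had 0 in every library. CSF3R had 0, 0 and 1 counts in both groups, and CXCR2 2, 6 and 1 in control and 1, 2 and 0 in NETs libraries. These transcripts thus did not rise together. The size of the sums argues against neutrophil RNA as the source of most of the rise. Of the 7 neutrophil markers with enough counts to test, 3 are among the 225, so a small share of neutrophil RNA is not excluded. A rise of hsa-miR-223-3p was part of the prediction, and its own value is not reported here. It is on the list of miRNAs of neutrophils and other blood cells, of which 11 of 14 were tested. None of those 11 was higher and 3 were lower at an unadjusted p below 0.05 from edgeR. A response of the AGS cells to NETs, or to PMA left from making them, stays open, since no library with PMA alone was analysed here. Of 10 splits of the 6 libraries into 3 and 3, 1 reached 394 called mRNAs, the real one, and the highest other called 0, and 10 splits cannot give a share under 0.05.

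The lncRNA transcripts called after NETs make up another pattern. Reads shared with a protein-coding gene of the same symbol may add to it, a source tested before the result was seen. Across 46 called transcripts whose symbol is in the mRNA table, the log2 fold changes of transcript and mRNA had a Spearman rho of 0.517 (permutation p = 3.0e-04, across transcripts, which are not independent replicates), and 37 had the same sign. Assembled transcripts without a symbol, MSTRG.16343.2 and MSTRG.16343.3 at CXCL8 among them, were outside this comparison. Shared reads and regulation of both RNAs from one promoter both stay open. Of the 10 splits the real one called 179 transcripts and the highest other 1, and a share under 0.05 cannot be reached.

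A protease gene and small RNAs outside those the paper discusses also stood above the control level. GZMB, the cytotoxic protease granzyme B, was at 1.499 CPM after NETs, from 33, 42 and 20 counts against 0, 2 and 0 in the control libraries. A group of 17 entries of 18 nt that end in CCA, the end that transfer RNAs carry, and have no human miRNA name summed to 4700.5 CPM after NETs and 569 CPM in control cells. Their summed counts were 74132, 32685 and 85383 in the NETs and 6228, 6334 and 6678 in the control libraries, with 13 entries higher and 1 lower at an unadjusted p below 0.05 and at least 2-fold. All 28 tested miRNAs of the imprinted cluster on chromosome 14 from 100869060 to 101065991 were higher after NETs, 16 at an unadjusted and 8 at an adjusted p below 0.05 by edgeR, with a median log2 fold change of 2.43 against -0.02 in 821 other human-named miRNAs. They summed to 7.70 CPM in control and 41.8 CPM in NETs libraries. miR-127-3p of that cluster had a log2 fold change of 2.39 (adjusted p = 9.3e-04), and miR-409-3p had 2, 1 and 1 counts in control and 41, 44 and 25 in NETs libraries. MEG8, a lncRNA of the same cluster, had 0, 1 and 0 counts in control and 10, 9 and 9 in NETs libraries. Of 2 other lncRNAs of the cluster, MEG3 had 0 counts in every library and MEG9 0, 1 and 0 in control and 2, 3 and 0 in NETs libraries.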

How the results depend on the processing

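No named gene, transcript or miRNA that was called changed the sign of its fold change under the alternatives run, while the balance of rises and falls turned in 2 tables. For lncRNA transcripts it went from 104 up and 75 down to 286 and 335 at an unadjusted p, and to 603 and 652 with a 1.5-fold limit as well. For small RNAs it went from 76 and 166 to 33 and 18 with human-named miRNAs only, and to 63 and 52 without entries of 18 or 19 nt that lack a prefix. With library totals falls outnumbered rises in calcium (16 and 24) and cAMP signaling (19 and 28), against 19 and 19, and 24 and 21. Counts and calls moved as follows, where the cause was not tested unless a setting changes the threshold or the features by construction. For mRNAs a 1.5-fold limit gave 1015 calls, no fold limit 4480 and an unadjusted p with a 1.5-fold limit 1149, against 394. DESeq2 called 345 mRNAs, 336 of them shared, a replicate block 368, and leaving out 1 library 355 to 399. For lncRNA transcripts, with 179 calls, DESeq2 gave 400, the exact test 333, a 1.5-fold limit 318, no fold limit 348, an unadjusted p 621, an unadjusted p with a 1.5-fold limit 1255, no count filter 365, a total of 10 counts 119, annotated transcripts only 57 and the replicate block 2. Leaving out 1 library gave 35 to 121 calls, not all of them among the 179, the lowest without NETs replicate 1. For small RNAs, with 242 calls, an adjusted p gave 151, filterByExpr 125 and human-named miRNAs only 51. Without entries of 18 or 19 nt that lack a prefix, a setting chosen after the values were seen, 115 were called, 114 of them shared. The gene lists past camera numbered 6, with 3 under an estimated correlation and 10 by fry, and the KEGG pathways 8, with 5 and 13. The NEAT1 transcript had a log2 fold change of 1.26 with a replicate block (adjusted p = 0.0699) and 1.15 to 1.33 without 1 library (adjusted p = 0.0565 without NETs replicate 1). miR-3158-5p had -2.10 with DESeq2 (unadjusted p = 0.0595), -2.10 with a replicate block (unadjusted p = 0.0603), and -2.69 to -1.77 without 1 library, where 4 of the 6 settings had an unadjusted p of 0.0565 to 0.0826. RAB3B kept its call throughout. Of the named genes, 1092 comparisons with other settings and 797 without 1 library stayed on their side of the p limit, past it or not, and 8 and 25 no longer passed it. For named transcripts 225 and 83 stayed on their side, among them transcripts that did not pass at first. Of the rest 39 and 102 no longer passed and 9 and 1 newly passed. For named miRNAs 295 and 140 stayed and 16 and 16 no longer passed. The replicate numbers do not pair, so the block takes degrees of freedom and no shared variation. Few simulated lncRNA changes of 1.5 or 2-fold were recovered, and miR-3158-5p had under 10 counts in each library.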

Differences from the paper's values

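All values of the paper are marked as the paper's, and the alternatives named here were set before the data were examined unless stated otherwise.

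For lncRNAs the paper's counts are 1340 in all, 708 up and 632 down. The paper's results give p below 0.05 and an absolute log2 fold change above 1, while its methods give an FDR below 0.05 at 2-fold for lncRNAs and mRNAs. The counts here, at an adjusted p, are 179, 104 and 75. An unadjusted p with a 1.5-fold limit gave 1255, 603 and 652, within 1.5 times the paper's counts. The other 19 alternatives, DESeq2, the unadjusted p at 2-fold, the filters and the left-out libraries among them, gave 2 to 621 in all and stayed outside.

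For mRNAs the paper's counts are 1083 in all, 526 up and 557 down, against 394, 225 and 169 here. A 1.5-fold limit gave 1015, 546 and 469, and an unadjusted p with a 1.5-fold limit 1149, 605 and 544, all within 1.5 times the paper's. DESeq2, RLE factors, library totals, the exact test, no fold limit, the unadjusted p at 2-fold, the replicate block, each left-out library, the authors' fold change and p and the other filters stayed outside, at 340 to 4480.

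For miRNAs the paper's count of 117 up compares with 76 here, while the paper's totals of 315 and 198 down lie within 1.5 times the 242 and 166 found here. The count of those that rose came within 1.5 times the paper's with the exact test (86), a 1.5-fold limit (92), no fold limit (134), an unadjusted p with a 1.5-fold limit (92), without NETs replicate 2 (92), with the authors' fold change and p (91) and with no low-count filter (100). It stayed outside with DESeq2 (65), RLE factors (77), library totals (72), an adjusted p (44), the replicate block (76), filterByExpr (46), human-named miRNAs only (33), totals implied by TPM (77) and without each of the other 5 libraries (69 to 77).

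The authors' own deposited fold changes and p-values were counted over the entries of their tables apart from XIST and Y-linked ones, a comparison made after the values were seen. They count 1083 mRNAs (526 up and 557 down), 315 miRNAs (117 up and 198 down) and 1334 lncRNAs (702 up and 632 down) at an unadjusted p below 0.05 and at least a 1.5-fold change. The 250 entries left out of the lncRNA table are not in that lncRNA count. At 2-fold they count 465 mRNAs, 279 miRNAs and 864 lncRNAs. The smallest absolute log2 fold change in the part of the paper's supplementary tables that was read is 0.59 for mRNAs, 0.60 for miRNAs and 0.59 for lncRNAs.

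For all differentially expressed RNAs together the paper's number is 2558, against 815 here, and an unadjusted p with a 1.5-fold limit gave 2677. That was the only alternative with a joint count. The paper's own counts of lncRNAs, miRNAs and mRNAs sum to 2738, and the paper's node counts by type sum to 2558.

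For the network the paper's text gives 1239 lncRNA and 1009 mRNA nodes, and the paper's supplementary table of nodes lists 218 lncRNAs and 313 mRNAs, and 258 miRNAs, which sum to the 789 nodes that the text also gives. No alternative applies to these counts.

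For LYST the paper's supplementary log2 fold change is 1.42, against 1.59 here. Leaving out control replicate 2 (1.53), NETs replicate 1 (1.53) or NETs replicate 2 (1.51) brought it within the error, and DESeq2, RLE factors, library totals, the exact test, the replicate block, the other 3 left-out libraries and the other filters did not (1.54 to 1.73). For PITPNC1 the paper's value is 1.55, against 1.37 here, and no alternative came within the error (1.30 to 1.47).

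The paper names miR-33a-5p in its Figure 5 among the miRNAs called. Here miR-33a-5p is lower with a log2 fold change of -0.97, short of 2-fold, and a 1.5-fold limit calls it. The transcript MSTRG.3499.2 of Figure 5C likewise has 0.98 and is called at a 1.5-fold limit. The paper states that modules 1 to 3 were associated with calcium signaling, cAMP signaling and inflammatory mediators of TRP channels. Over all mRNAs called here, a wider group than the modules, the enrichment of these pathways had adjusted p of 0.669, 1 and 1 by Fisher's exact test, while the IL-17, steroid and terpenoid pathways that the paper states are enriched in its network had 0.00698, 0.0391 and 0.0136. With mRNAs called at an unadjusted p and 1.5-fold the first 3 had 0.485, 0.900 and 0.718 and the last 3 0.0631, 0.00125 and 0.0896, so of all 6 only steroid biosynthesis passed under both.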

Other observations

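No test of the first paragraph was chosen after the result was seen, and the tests on entries without a species prefix and the splits were. Cytokine and receptor interaction, JAK-STAT and PPAR signaling were taken from the paper's text or figures.

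In 4 pathways of growth factor and cytokine signaling more members rose than fell, though the largest share did not pass. Of 214 genes of MAPK signaling, 67 rose and 36 fell at an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (74 and 40 adjusted over the list alone, camera adjusted p = 0.00888, and adjusted p = 0.0480 with an estimated correlation). Of 96 genes of TNF signaling 36 rose and 11 fell (37 and 13 adjusted over the list alone, camera adjusted p = 4.1e-04, and 0.0272 with an estimated correlation), and of the genes of cytokine and receptor interaction 35 rose, 10 fell and 64 did not pass (36 and 10 adjusted over the list alone, camera adjusted p = 0.0111, and 0.0480 with an estimated correlation). Of 97 genes of JAK-STAT signaling 30 rose and 14 fell (31 and 14 adjusted over the list alone, camera adjusted p = 1.0e-03, and adjusted p = 0.0567 with an estimated correlation). With library totals in place of TMM the rises and falls numbered 51 and 43 for MAPK signaling, 27 and 16 for TNF signaling, 29 and 12 for cytokine and receptor interaction and 27 and 16 for JAK-STAT signaling. Over all mRNAs called at 2-fold only cytokine and receptor interaction was enriched (Fisher's exact test, adjusted p = 0.00171). It did not pass over all annotated genes (0.247) or with calls at an unadjusted p and 1.5-fold (0.0534). JAK-STAT had 0.158 and TNF signaling 0.943 by that test at 2-fold. MAPK signaling had 8 called members where 8.53 would be drawn by chance. The receptor kinase gene MET had a log2 fold change of 0.75 (standard error 0.04, adjusted p = 2.2e-06), EGFR 1.43 (adjusted p = 1.4e-06), PIM1, a kinase induced by STAT factors, 1.06 (adjusted p = 2.0e-06) and MCL1, which protects from apoptosis, 0.79 (adjusted p = 1.6e-06). FGFR4 had -0.92 (adjusted p = 2.2e-05), the LIF receptor LIFR -0.63 (adjusted p = 2.8e-05) and the heat shock protein gene HSPA8 -0.63 (adjusted p = 3.1e-05).

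Genes of focal adhesion, ECM-receptor interaction and PPAR signaling went both ways, with more falls than rises in the last. Of 151 genes of focal adhesion 46 rose and 28 fell (48 and 30 adjusted over the list alone, camera adjusted p = 0.00559, and adjusted p = 0.0614 with an estimated correlation), and of 50 genes of ECM-receptor interaction 16 rose and 11 fell (17 and 14 adjusted over the list alone, camera adjusted p = 0.263). With library totals in place of TMM focal adhesion had 40 that rose and 36 that fell, and PPAR signaling 8 that rose and 20 that fell. Without NETs replicate 3 ECM-receptor interaction passed camera (adjusted p = 0.00307), and with mRNAs called at an unadjusted p and 1.5-fold both pathways were enriched (Fisher's exact test, adjusted p = 0.00755 each, against 0.350 for focal adhesion and 0.305 for ECM-receptor interaction at 2-fold). The laminin-binding integrin genes ITGA6 and ITGB4 had log2 fold changes of 0.48 (adjusted p = 1.9e-05) and 0.60 (adjusted p = 2.6e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the actin cross-linker FLNC 2.63 (adjusted p = 1.6e-06), thrombospondin 1 (THBS1) -0.88 (adjusted p = 6.6e-06) and the dystroglycan gene DAG1 -0.49 (adjusted p = 2.2e-05). Of 48 genes of PPAR signaling 8 rose and 13 fell (8 and 15 adjusted over the list alone, camera adjusted p = 0.381), with a median log2 fold change of -0.16 and a mean of 0.11. Of its 7 members called at 2-fold, however, 6 rose. Fisher's exact test gave an adjusted p = 0.0416 over the called mRNAs that rose and 0.110 over all called. Among the risers, ACSL5, which activates fatty acids, went from 26.8 ± 3.66 to 156 ± 22.0 CPM (SD, n = 3 each), the fatty acid transporter SLC27A1 had 2.72 (adjusted p = 1.0e-05) and the glycerol kinase GK 1.70 (adjusted p = 2.5e-05). Among those that fell, HMGCS1 had -1.24 (adjusted p = 5.1e-07) and SCD -0.82 (adjusted p = 1.4e-06). Of the mRNAs with the largest changes, MUC2, an intestinal mucin, had 3.47 (adjusted p = 5.0e-05), the keratin KRT6A 3.42 (adjusted p = 5.8e-05), the retinol dehydrogenase DHRS9 6.02 (adjusted p = 5.3e-05) and HSD17B2, which inactivates sex steroids, -1.63 (adjusted p = 1.6e-04).

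Entries without a species prefix that fell after NETs form the third pattern, 126 entries with a median length of 18 nt, 51 of them at 0 counts in every NETs library, and summed counts of 3446, 4072 and 3574 in control and 353, 305 and 334 in NETs libraries. A loss of sequences poor in GC would lower human-named miRNAs of the same GC share. The median log2 fold change of 74 such miRNAs was 0.081 with a spread of 0.40, which argues against a loss by GC share alone. A loss of short inserts would lower short human-named miRNAs, and the median of 12 of 18 or 19 nt was -0.020 with a wide spread of 1.40. This argues against a fall of the size seen by length alone, as does the rise of 18-nt entries ending in CCA. The entries that fell had a median GC share of 33.3%, those 12 had 54.1% and the CCA entries 61.1%, while the 74 had a median length of 22 nt. No group compared was both short and poor in GC, so a loss of such inserts was not tested. RNA of another organism in the control libraries cannot be told apart from a loss of AGS fragments, since no genome was matched, and the summed CPM in NETs libraries was 7.50% of that in control libraries. Of 10 splits the real one called 242 small RNAs and the highest other 49, and 10 splits cannot give a share under 0.05.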
